# Retinoic Acid Fluctuation Activates an Uneven, Direction-Dependent Network-Wide Robustness Response in Early Embryogenesis

**DOI:** 10.3389/fcell.2021.747969

**Published:** 2021-10-20

**Authors:** Madhur Parihar, Liat Bendelac-Kapon, Michal Gur, Tali Abbou, Abha Belorkar, Sirisha Achanta, Keren Kinberg, Rajanikanth Vadigepalli, Abraham Fainsod

**Keywords:** embryo development, time-series transcriptomics, temporal gene expression pattern analysis, developmental trajectory analysis, autoregulatory feedback control, Pareto optimization, *Xenopus* embryo, retinoic acid

## Abstract

Robustness is a feature of regulatory pathways to ensure signal consistency in light of environmental changes or genetic polymorphisms. The retinoic acid (RA) pathway, is a central developmental and tissue homeostasis regulatory signal, strongly dependent on nutritional sources of retinoids and affected by environmental chemicals. This pathway is characterized by multiple proteins or enzymes capable of performing each step and their integration into a self-regulating network. We studied RA network robustness by transient physiological RA signaling disturbances followed by kinetic transcriptomic analysis of the recovery during embryogenesis. The RA metabolic network was identified as the main regulated module to achieve signaling robustness using an unbiased pattern analysis. We describe the network-wide responses to RA signal manipulation and found the feedback autoregulation to be sensitive to the direction of the RA perturbation: RA knockdown exhibited an upper response limit, whereas RA addition had a minimal feedback-activation threshold. Surprisingly, our robustness response analysis suggests that the RA metabolic network regulation exhibits a multi-objective optimization, known as Pareto optimization, characterized by trade-offs between competing functionalities. We observe that efficient robustness to increasing RA is accompanied by worsening robustness to reduced RA levels and vice versa. This direction-dependent trade-off in the network-wide feedback response, results in an uneven robustness capacity of the RA network during early embryogenesis, likely a significant contributor to the manifestation of developmental defects.

## Introduction

Robustness is an important feature of regulatory pathways to ensure signal consistency in light of environmental changes or genetic polymorphisms. Retinoic acid (RA), a central regulatory signaling pathway active during embryogenesis and adult tissue homeostasis (le Maire and Bourguet, 2014; Metzler and Sandell, 2016), is synthesized from vitamin A (retinol, ROL) or other retinoids or carotenoids obtained from the diet (Blaner et al., 2016; Kedishvili, 2016; Fainsod and Kot-Leibovich, 2018; Ghyselinck and Duester, 2019). During embryogenesis, excessive or reduced RA signaling induces a wide array of embryonic malformations (Durston et al., 1989; Sive et al., 1990; Kessel and Gruss, 1991; Papalopulu et al., 1991; Marshall et al., 1992; Hollemann et al., 1998; Corcoran et al., 2002; Fainsod et al., 2020). Human disorders like vitamin A deficiency syndrome, DiGeorge syndrome, Fetal Alcohol Spectrum Disorder, Congenital Heart Disease, neural tube defects, and multiple types of cancer have been linked to reduced RA signaling (Kim et al., 2005; See et al., 2008; Urbizu et al., 2013; Pangilinan et al., 2014; Hartomo et al., 2015; Fainsod et al., 2020). RA levels are tightly regulated throughout life, controlling quantitative, spatiotemporal expression and activity of the RA metabolic network (Kedishvili, 2016; Blaner, 2019; Ghyselinck and Duester, 2019). The regulatory mechanisms that confer this tight regulation under constant environmental challenges, i.e., robustness, as well as conditions under which such mechanisms fail, are yet to be fully understood.

Retinoic acid biosynthesis involves two sequential oxidation steps: first, mainly, multiple alcohol dehydrogenases (ADH) or short-chain dehydrogenase/reductases (SDR) can oxidize ROL to retinaldehyde (RAL), followed by a subfamily of aldehyde dehydrogenases, retinaldehyde dehydrogenases (RALDH; ALDH1A) that catalyze the oxidation of RAL to RA (Kedishvili, 2016; Metzler and Sandell, 2016; Ghyselinck and Duester, 2019). ROL and RAL can also be produced from retinyl esters or ß-carotene from food sources (Blaner, 2019). RA availability is further regulated by several ROL, RAL, and RA binding proteins (Napoli, 2017). In gastrula vertebrate embryos, RA signaling is triggered by the initial expression of ALDH1A2 (RALDH2) completing the biosynthesis of RA (Niederreither et al., 1999; Begemann et al., 2001; Chen et al., 2001; Grandel et al., 2002; Shabtai et al., 2018). Substrate availability for the RALDH enzymes is controlled by multiple RAL reductases (Feng et al., 2010; Billings et al., 2013; Porté et al., 2013; Adams et al., 2014; Shabtai and Fainsod, 2018). Besides the temporal and spatial regulation of this wide array of RA metabolic network components, other RA network components, including the RA receptor families (RAR and RXR) and retinoid-binding proteins (Lohnes et al., 1995; Cui et al., 2003; Janesick et al., 2015) are under tight regulation. The RA signal is sensitive to the maternal nutritional status and environmental exposure to chemicals (ethanol and others) (Paganelli et al., 2010; Shabtai et al., 2018), requiring the necessity to adapt the RA biosynthetic and signaling network to nutritional changes and environmental insults. This adaptation and maintenance of normal signaling levels under changing conditions is termed robustness (Eldar et al., 2004; Nijhout et al., 2019).

Over the years, multiple reports have supported the self-regulation of relatively few RA metabolic and signaling network components by RA itself. Among the network component genes shown to be responsive to RA levels, is *aldh1a2* whose expression has been shown to be down-regulated by increasing RA, in somite stage zebrafish embryos, neurula stage *Xenopus* embryos, and adult human epidermal cultures, or down-regulated or insensitive in mouse 8.5 dpc embryos, among others (Niederreither et al., 1997; Moss et al., 1998; Chen et al., 2001; Dobbs-McAuliffe et al., 2004; Pavez Loriè et al., 2009). The RA hydroxylase, CYP26A1, whose expression is commonly adjacent to the site of ALDH1A2 expression and RA production has also been studied (Hollemann et al., 1998; Moss et al., 1998). RA up-regulation of the *cyp26a1* gene has been described in late gastrula *Xenopus* and zebrafish embryos, cranial up-regulation and caudal down-regulation in 8.5 and 9.5 dpc mouse embryos, human hepatocytes, and others (Fujii et al., 1997; Hollemann et al., 1998; Moss et al., 1998; Dobbs-McAuliffe et al., 2004; Topletz et al., 2015). Another important enzyme pair in RA metabolism commonly compared are DHRS3 and RDH10 which preferentially reduce RAL to ROL or oxidize ROL to RAL, respectively. RA up-regulation of *dhrs3* was observed in late gastrula *Xenopus* embryos, while *rdh10* showed no change in chick and was down-regulated in *Xenopus*, both in neurula stage embryos (Strate et al., 2009; Reijntjes et al., 2010; Kam et al., 2013). Few studies have analyzed the effects of RA on the expression of other enzymes in the RA metabolic network. While these observations support an RA-dependent self-regulatory network, the multitude of experimental systems, range of developmental stages, and RA concentrations employed preclude the detailed understanding of the self-regulation of the RA network.

Many of the studies showing RA regulation of components of the RA metabolic network relied mainly on very high, non-physiological and continued exposures to excess RA, and fewer studies employed a reduction of RA. These studies, although performed in different experimental systems, anatomical regions, developmental stages, and even under different experimental conditions, have led to insights on the self-regulation of the RA metabolic and signaling network. These studies provided initial understanding of the RA signaling robustness. However, the extent to which fluctuations in RA lead to network-wide feedback responses has not been investigated in-depth, including the limits of robustness possible. The common use of supraphysiological levels of RA to test the response of the embryo is largely due to the common observation that embryonic malformations are mild in response to fluctuations in RA within the physiological range (Durston et al., 1989; Sive et al., 1990; Kessel, 1992). RA knockdown studies taking advantage of inhibitors, inverse agonists, or enzymatic degradation (Hollemann et al., 1998; Kot-Leibovich and Fainsod, 2009; Janesick et al., 2014, 2013), revealed that the developmental malformations observed were usually mild compared to excess RA (Blumberg et al., 1997; Sharpe and Goldstone, 1997; Hollemann et al., 1998; Koide et al., 2001; Janesick et al., 2014; Shabtai et al., 2018). These observations suggest two possibilities to explain the mechanisms that can yield robustness to fluctuations in RA levels: insensitivity – the physiologically relevant fluctuations are too small to trigger a significant feedback response; or, active self-regulation of the RA metabolic network specifically aimed at overcoming the fluctuations and returning the RA levels to normal. To discriminate between these two alternative hypotheses, an unbiased RA network-wide analysis has to be performed to conclusively compare these scenarios. The promiscuity of RA network components for each step raises the possibility of partially overlapping robustness responses across biological replicates, and would suggest multiple alternative regulatory and enzymatic scenarios capable of returning the RA signal to normal developmental levels. The scarcity of studies performing a network-wide analysis means that the potential compositional complexity of the RA feedback response has not been truly explored.

In the present study, we have taken an integrated dynamic transcriptomics approach to address several unresolved questions regarding the RA signaling robustness mechanisms during early embryogenesis. We designed a pulse-chase, transient RA perturbation protocol to explicitly study the kinetics of the robustness response using an unbiased, transcriptomic-based (RNAseq), RA network-wide analysis of the robustness response to increased versus decreased RA levels. The composition of the RA metabolic network during gastrulation, and the individual and network-wide responsiveness to physiological RA fluctuations were studied. We tested the limits of this robustness in both directions of RA perturbations and examined the clutch-to-clutch variations in terms of deviations from the normal response kinetics. Lastly, we combined the results from multiple clutches and different experimental techniques to propose a regulatory scheme that may underlie the robustness response.

## Materials and Methods

### Embryo Culture

*Xenopus laevis* frogs were purchased from Xenopus I or NASCO (Dexter, MI or Fort Atkinson, WI, United States). Experiments were performed after approval and under the supervision of the Institutional Animal Care and Use Committee (IACUC) of the Hebrew University (Ethics approval no. MD-17-15281-3). Embryos were obtained by *in vitro* fertilization, incubated in 0.1% MBSH and staged according to Nieuwkoop and Faber (1967).

### Embryo Treatments

All*-trans* Retinoic acid (RA), Dimethyl sulfoxide (DMSO), and 4-Diethylaminobenzaldehyde (DEAB), were purchased from Sigma-Aldrich (St. Louis, MO, United States). Stock solutions of RA, and DEAB, were prepared in DMSO. Two-hour treatments of 10 nM RA, or 50 μM DEAB, were initiated during late blastula (st. 9.5) and terminated at early gastrula (st. 10.25) by three changes of 0.1% MBSH and further incubation in fresh 0.1% MBSH for the desired time.

### Expression Analysis

For each sample, 5–10 staged embryos were collected and stored at −80°C. RNA purification was performed using the Bio-Rad Aurum Total RNA Mini Kit (according to the manufacturer’s instructions). RNA samples were used for cDNA synthesis using the Bio-Rad iScript^TM^ Reverse Transcription Supermix for RT-qPCR kit (according to the manufacturer’s instructions). Quantitative real-time RT-PCR (qPCR) was performed using the Bio-Rad CFX384 thermal cycler and the iTaq Universal SYBR Green Supermix (Bio-Rad). All samples were processed in triplicate and analyzed as described previously (Livak and Schmittgen, 2001). All experiments were repeated with six different embryo batches. qPCR primers used are listed in Table 1.

**TABLE 1:** List of PCR primers corresponding to the *hox* genes and RA metabolic network for RT-qPCR and HT-qPCR analysis.

Gene	Forward primer	Reverse primer
**RT-qPCR**		
rdh10.L	CGTCTCTTTGCCCTGGAGTTT	CACCATCTCCGCCGTCTC
rdh10.S	TTGCTTGGCCTGTAGAAGAGA	TGCATGGCGAAATAGGAGTAG
sdr16c5.L	TTTGTGGTTCCTTCCCTCTC	GTGCCATCAGTCTCCCTATACC
adhFe1.S	TTGATGCCTTTGTTGCTGTT	CTGCTTTGCCTTTCCCTATT
dhrs3.L	CAGGCGCAAGAAATCCTAAG	CAAAGGCCACGTTACAGGAT
dhrs3.S	TGCAGATGGTATTGTCCCTTC	TCCTTAGCGAGGTGTCGG
rdh14.L	TGCCCGTACACAAAGACAGA	GAGACCAAGGAGGTGGTGAG
aldh1a2.L	TGGAATGTGTGTAGAGTCCAGC	TCTTGAGTGGGACCAGGTAGA
aldh1a2.S	TAGAGATGCCCGGAGGAGTG	TTCTAGGTTAGTGCTGGGA GAAG
aldh1a3.L	GTAAAGGCCCGTCTCAATGC	GAATTCCATTTGCTGCATCC
aldh1a3.S	GGGGAGATCCCTGTAAGGAG	GTTCTGGGGTTTCCCTGACT
cyp26a1.L	TCGAGGTTCGGCTTCATC	CGGCACAATTCCACAACA
cyp26a1.S	CCGCTTTCTAACGCCACTT	CACAATTCCACCACGAACAC
cyp26c1.L	AAACGGGTTCCTTTCTGTGT	GCTTCGATTTACCCTACAC TCTT
hoxa1.L	CCGCTCACTATATCCACCA TTC	TGGCAGGAGAACGACAAAC
hoxa1.S	AATTATGAGATGATGGAATGG TAAA	TGACTGTAAACACCTAGTAA ATGAGAG
hoxb1.L	TTGCCCCAGTGCCAATGAC	TCCCCCTCCAACAACAAACC
hoxb4.S	CCAAGGATCTGTGCGTCAA	GCAGGATGGAGGCGAACT
hoxd1.S	TTCTTGCGGGGATGTTTTAG	CCGACTGGCATAAAGGAATG
gapdh.S	GCTCCTCTCGCAAAGGTCAT	GGGCCATCCACTGTCTTCTG
slc35b1.L	CGCATTTCCAAACAGGCTCC	CAAGAAGTCCCAGAGCTCGC
**HT-qPCR**		
aldh1a2.L	ATGTTTGCCTGGAAGATTGC	GAGAGCAGTGAGCGGAGTCT
cyp26c1.L	AAACGGGTTCCTTTCTGTGT	GCTTCGATTTACCCTACACTCTT
hoxb1.S	CCAACTTCACGACCAAACAA	GTGGCTGCGATCTCTACTCTC
hoxd4.L	TTCCCTACCATCATTCCTTTC	GAGTCATTATTTCCTGCTT TCTTT
rbp1.L	TGGAAATGCGAGTAGGAGATG	GGGATGGTGGTTTATTGTGTG
rdh13.L	CAAGTGTCTACCTGGCTGTTG	CCCAGAGTTTCCTTGCAGTT
rdh14.L	TGCCCGTACACAAAGACAGA	GAGACCAAGGAGGTGGTGAG
aldh1a3.L	TAAAGCCCTGTCTGTTTCT	CATACTCTCCAAGTTCCCTT
crabp2.L	AGCCACCCAAAGAAGACATAC	CGATAAGAAACGAAAGCAGAAA
crabp2.S	TCAAAGGAGATGGACCCAAGA	ATCAGCAGTCATGGTCAG GATAAG
cyp26a1.L	TCGAGGTTCGGCTTCATC	CGGCACAATTCCACAACA
cyp26a1.S	CCGCTTTCTAACGCCACTT	CACAATTCCACCACGAACAC
cyp26c1.S	AGCTCTGGTCCTTGAGATGG	AGCCAATGCAGAGTTTCTCC
dhrs3.L	CAGGCGCAAGAAATCCTAAG	CAAAGGCCACGTTACAGGAT
hoxa1.L	CCGCTCACTATATCCACCATTC	TGGCAGGAGAACGACAAAC
hoxa1.S	AATTATGAGATGATGGAATG GTAAA	TGACTGTAAACACCTAGTAAA TGAGAG
hoxa3.S	AGCAGGGCAATGGAGTTT	GGAGGGTCCACCAGAATTAG
hoxb4.S	CCAAGGATCTGTGCGTCAA	GCAGGATGGAGGCGAACT
hoxd3.S	CTTCCCAGTCCACAATG AATAAA	GCTCTTCTCCTCGCAGTTCTC
rdh10.L	CGTCTCTTTGCCCTGGAGTTT	CACCATCTCCGCCGTCTC
rdh10.S	TTGCTTGGCCTGTAGAAGAGA	TGCATGGCGAAATAGGAGTAG
sdr16c5.L	TTTGTGGTTCCTTCCCTCTC	GTGCCATCAGTCTCCCTATACC
stra6.L	CCTGCTTACTTTCCTCCTGTTG	GTGGGTGACATTAAAGATTG TAGAGA
gapdh.S	GCTCCTCTCGCAAAGGTCAT	GGGCCATCCACTGTCTTCTG

For spatial expression analysis of hoxb1 and hoxb4 we performed whole-mount in situ hybridization as previously described (Epstein et al., 1997). Probes for in situ hybridization used were: hoxb1, clone CX19/21 (Godsave et al., 1994) cut with EcoRI, transcribed with SP6 polymerase; hoxb4, clone E16 (Gont and De Robertis, personal communication) cut with BamHI, transcribed with T7 polymerase.

### RNASeq Data Analysis

Sequencing was performed at the Thomas Jefferson University Genomics Core using Illumina HiSeq 4000. Reads were mapped to the genome using the Xenopus laevis 9.1 genome with STAR alignment and a modified BLAST and FASTQC in the NGS pipeline (STAR average mapped length: 142.34). Annotation of the mapped sequences using verse identified 31,535 genes. Raw counts were further filtered for non-zero variance across all samples resulting in 31,440 scaffold IDs. We analyzed the time series transcriptomic data set for differentially expressed genes using a two-way ANOVA approach [time points: 0 (wash), 1.5, 3, 4.5 h; treatments: RA, DEAB, control; n = 6 biological replicates].

### High Throughput Quantitative Real-Time RT-PCR

cDNA samples were directly processed for reverse transcriptase reaction using SuperScript VILO Master Mix (Thermo Fisher Scientific, Waltham, MA, United States), followed by real-time PCR for targeted amplification and detection using the Evagreen intercalated dye-based approach to detect the PCR-amplified product. Intron-spanning PCR primers were designed for every assay using Primer3 and BLAST for 24 genes from Retinoic Acid metabolism and target pathway (Table 1). The standard BioMark protocol was used to preamplify cDNA samples for 22 cycles using TaqMan PreAmp Master Mix as per the manufacturer’s protocol (Applied Biosystems, Foster City, CA, United States). qPCR reactions were performed using 96.96 BioMark Dynamic Arrays (Fluidigm, South San Francisco, CA, United States) enabling quantitative measurement of multiple mRNAs and samples under identical reaction conditions. Each run consisted of 30 amplification cycles (15 s at 95°C, 5 s at 70°C, 60 s at 60°C). Ct values were calculated by the Real-Time PCR Analysis Software (Fluidigm). Samples were run in triplicate for the 24 genes. The primers in the first pre-amplification group selectively bind for the L homoeologs of the genes. In the second pre-amplification group, primers were selected for the S homoeologs only. Third pre-amplification group binds to all 24 genes. In order to remove the technical variability caused due to L and S gene homoeologs, Ct value for each gene in a sample was selected as the median value of the three pre-amplification runs. Relative gene expression was determined by the ΔΔCt method. gapdh was used as a housekeeping gene for normalization of the data.

### Data Normalization and Annotation

Data analysis on raw gene counts was performed using the R statistical analysis tool version 3.6.0 on a 64-bit Windows platform. For the RNA-seq data, the raw gene counts were first converted into log2-transformed values using the “regularized log (rlog)” transformation from the DESeq2 package, which minimizes differences between samples for rows with small counts (Love et al., 2014). The gene expression data was then normalized across samples against the experimental variation and batch effects using the COMBAT method in R using a non-parametric adjustment (Johnson et al., 2007). Following batch correction, the gene list was filtered for a minimum expression threshold to remove genes with normalized counts less than 5 across all 72 samples. The expression data for the remaining genes was normalized using quantile normalization. RNA-Seq transcript/array probes IDs were transformed to Official Gene Symbol using merged list from 3 sources: the Xenopus laevis scaffold-gene mapping, DAVID Bioinformatics Resource 6.8 (Huang et al., 2009) or AnnotationData package “org.Xl.eg.db” maintained by Bioconductor (Carlson, 2017). The original scaffold IDs were retained along with the Official Gene Symbols for cross-reference purposes.

### Differential Gene Expression Analysis

The normalized data was analyzed using an Empirical Bayes Statistical (eBayes) model that considered the following two variables and their interactions: (1) Treatment (Control, RA, DEAB) and (2) Time post-treatment-washout (t = 0, 1.5, 3, 4.5 h) with n = 6 biological replicates. Differentially expressed genes were identified based on statistically significant effects of Time, Treatment or an interaction between these two factors. P-values were adjusted for multiple testing using topTable from limma (Ritchie et al., 2015) package in R (q ≤ 0.05). The significance-filtered differential gene expression data was used in an established Principal Component Analysis (PCA) approach using the prcomp function implemented in R. The samples were annotated based on a combination of treatment and time, yielding 12 distinct sample groups. For each of the selected PCs, expression of 100 top positively loaded and 100 top negatively loaded genes was visualized as a heat map.

### Dynamic Pattern Analysis and Comparative Matrix of Pattern Counts Analysis

First, for each time point, for each of the treatment conditions, the gene expression data for all six clutches (A,B,C,D,E,F) was averaged. Within treatment groups, RA, DEAB, Control, the gene expression data at time points t = 1.5, 3, 4.5 h was normalized by subtracting the corresponding “t = 0 h” group. This average differential gene expression data was then discretized to three levels (+1, 0, −1) based on a fold-change threshold [±2 (up, no or down- regulation)]. Within the three treatment groups, this discretization yielded a dynamic response pattern vector for each gene, encoded by one of 27 (3 levels^3 time-points) possible ordered sets. Counts of genes in each treatment group that follow each of the 27 ^∗^ 27 (=729) possibilities were compared. Functional enrichment analysis was performed for geneset in various dynamic pattern vectors in the Control conditions, using functions enrichGO and simplify from the R package “clusterProfiler” (Yu et al., 2012).

### Comparative Matrix of Pattern Counts Analysis of Retinoic Acid and 4-Diethylaminobenzaldehyde After Normalizing to Control

First, for each time point, for each of the treatment conditions, the gene expression data for all six clutches (A,B,C,D,E,F) was averaged. Within treatment groups, RA and DEAB, the gene expression data were normalized to Control at each time point by subtracting the expression of the Control group at the corresponding time point. This Control-normalized differential gene expression data for both treatment groups was then discretized to three levels (+1, 0, −1) based on a fold-change threshold [± log2(1.3) (up, no or downregulation)]. This discretization yielded a dynamic response pattern vector for each gene, encoded by one of 81 (3 levels^4 time-points) possible ordered sets. Subsequently, RA and DEAB groups were compared to count the number of genes corresponding to each of the 81 ^∗^ 81 (=6561) possibilities; to create an 81 × 81 matrix representing the comparative dynamic response pattern counts (COMPACT) (Kuttippurathu et al., 2016). For a given COMPACT matrix of comparative conditions RA (vs. Control) and DEAB (vs. Control), the element at the ith row and jth column of the matrix contains the number of genes that show an “i”th pattern in DEAB and “j”th pattern in RA. For a coarse-grained version of the detailed 81×81 COMPACT, pattern-vector counts for each treatment group were further aggregated based on the first time-point, yielding 9 groups of pattern vectors per treatment group. The pair of treatment groups (RA and DEAB) was then compared to count the number of genes corresponding to each of the 9 ^∗^ 9 (=81) possibilities.

### Retinoic Acid Network Map and Visualization

A schematic representation for the position and function of genes involved in RA biosynthesis, metabolism, translocation, and transcription during gastrula stages was derived by data mining. The gastrula expression of each gene was confirmed by qPCR. For each time point, for each treatment, expression value for each gene was mapped to the corresponding label in the schematics using a color scale.

Gene correlation and clustering analysis – Gene expression data was analyzed for both with and without Control-normalization using Weighted Gene Coexpression Network Analysis (WGCNA) (Langfelder and Horvath, 2008) to identify modules of genes with highly correlated differential expression. We used a soft threshold value of 9 (8 for Control normalized data) to identify the initial gene coexpression modules, followed by a dissimilarity threshold of 0.25 to merge the initial modules into the final set of gene coexpression modules. Identified modules were further correlated with the traits (batch, time, treatment).

### Robustness Score Calculation and Principal Curve-Based Trajectory Analysis

RNA-seq expression data of (clutches: A,B,C,D,E,F) and normalized HT-PCR expression data (clutches: G,H,I,J,K,L) were independently genewise Z-score transformed. Transformed data was then combined to result into 144 samples (12 clutches ^∗^ 3 treatments ^∗^ 4 time points). We further selected two subsets of genes: (1) “RA metabolism genes” [aldh1a2.L, aldh1a3.L, crabp2.L, crabp2.S, cyp26a1.L, cyp26a1.S, cyp26c1.L, cyp26c1.S, dhrs3.L, rbp1.L, rdh10.L, rdh10.S, rdh13.L, rdh14.L, sdr16c5.L, stra6.L]. This set represents the feedback regulatory mechanism utilized in response to the RA levels perturbations. (2) “HOX genes” [hoxa1.L, hoxa1.S, hoxa3.S, hoxb1.S, hoxb4.S, hoxd4.L] representing the phenotypic outcome from the treatment. For each gene set, the PCA scores for the combined data was first calculated using R function prcomp and then the scores from the first three principal components (PC1, PC2, and PC3) are used to learn a 3-dimensional principal curve using the function principal_curve from R package princurve. Two sets of points are specified for the “start” parameter for this function, which determines the origin and direction of the curve: (1) The centroid of the 0 h-Control samples from all twelve clutches, and (2) centroid of all the remaining 132 samples. For each geneset (RA metabolism genes and HOX genes), for each clutch (A-L), for each treatment (RA or DEAB), a “net absolute expression shift” can be calculated as the sum of distances along the principal curve, of the treatment samples from the corresponding control samples:

$$s.h\,o\,x_{c\,l}^{R\,A}=\sum_{t}a\,b\,s\,\left(\frac{\lambda .h\,o\,x_{c\,l}^{R\,A\,\left(t\right)}-\lambda .h\,o\,x_{c\,l}^{C\,o\,n\,t\,r\,o\,l\,\left(t\right)}}{max\left(\lambda .hox\right)}\right)$$

where, $\lambda .h\,o\,x_{c\,l}^{R\,A\,\left(t\right)}$is the arc-distance from the beginning of the curve, for the “*RA treatment samples*” at time point “*t*,” for clutch “*cl*” for the principal curve learned for the geneset “*Hox genes*” (Returned as the parameter “*lambda*” from the principal curve function). The expression shift calculation allows ranking and sorting clutches based on “HOX shift” ($s.h\,o\,x_{c\,l}^{t\,r\,e\,a\,t\,m\,e\,n\,t}$) and “RA Network shift” ($s.m\,e\,t\,a\,b\,o\,l\,i\,s\,m_{c\,l}^{t\,r\,e\,a\,t\,m\,e\,n\,t}$). A lower HOX shift for a clutch for a treatment indicates that the clutch is more robust to that particular treatment/perturbation. Furthermore, clutches were mapped onto the conceptual map across the spectrum of “HOX shift” and “RA Network shift” divided into hypothetical quadrants of Effective or Ineffective regulation, or Efficient or Inefficient regulation.

## Results

### Transient Physiological Perturbations to Study Retinoic Acid Signaling Robustness

To directly investigate the robustness of RA signaling, we designed a pulse-chase RA manipulation protocol to transiently perturb this signaling pathway beyond its normal, and developmentally changing levels, and study the feedback regulatory changes involved in restoring its normal signaling levels (Figure 1A). The network-wide changes of the transient RA disturbances and restoration of normal signaling levels were monitored by kinetic transcriptomic analysis (RNAseq). Parameters such as developmental stages and timing between samples were empirically optimized (not shown). This experimental approach expands on reports describing RA-driven regulation of its own metabolic and signaling network components. To reduce RA levels below the normal content in early embryos, we partially inhibited the oxidation of RAL to RA with the RALDH inhibitor 4-diethylaminobenzaldehyde (DEAB) (Shabtai et al., 2016). We chose 50 μM DEAB for RA reduction as our enzymatic (IC_50_ and K_*i*_) and phenotypic studies supported a partial inhibition (Shabtai et al., 2016, 2017). To increase RA levels for robustness analysis in a physiologically relevant manipulation, we treated embryos with 10 nM all-*trans* RA which is below the reported physiological RA content of early/mid gastrula *Xenopus laevis* embryos (about 100–150 nM all-*trans* RA) (Durston et al., 1989; Schuh et al., 1993; Chen et al., 1994; Creech Kraft et al., 1994, 1995; Kraft et al., 1994, 1995).

**FIGURE 1:**
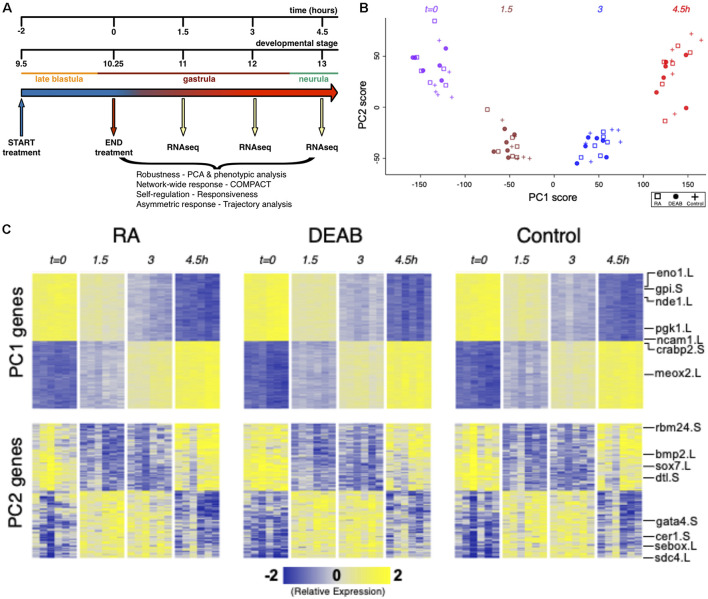
Efficient RA signaling robustness following transient physiological manipulation of RA levels. **(A)** Schematic depiction of the experimental design to directly challenge and study the robustness of RA signaling during embryogenesis. Timing and developmental stages are shown. **(B)** Principal Components 1 and 2 (PC1, PC2) of all six biological replicates studied by time series RNAseq. **(C)** Heatmap of gene expression of the top-100 positive and top-100 negative loadings corresponding to PC1 and PC2. A subset of the genes is highlighted based on the relevance to early developmental processes.

Transient pharmacological RA manipulations of early *Xenopus* embryos were performed by treating with RA or DEAB for 2 h from late blastula (st. 9.5; *t* = −2 h) to early gastrula (st. 10.25; *t* = 0 h), washed, and samples collected every 1.5 h (*t* = 1.5, 3, 4.5 h) after treatment termination (Figure 1A). 

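RNA was sequenced from embryos of 6 clutches, A to F, each from a single female. In every clutch, control embryos, embryos treated with 10 nM RA and embryos treated with 50 μM DEAB, which inhibits the retinaldehyde dehydrogenases that make RA, were sampled at 0, 1.5, 3 and 4.5 h after washing, giving 1 library per clutch, group and time point and 72 libraries in all. A further 24 libraries came from embryos of the same clutches and time points kept with 0.5% ethanol. Because the paper's text does not name them, they were left out of the comparisons beside its statements. The sample labels and Fig. 1A both give stage 10.25 at 0 h. For the later time points Fig. 1A gives stages 11, 12 and 13, whereas the labels give 11 or 11.5 at 1.5 h, 11.5 or 12 at 3 h and 12 or 12.5 at 4.5 h, depending on the clutch, so libraries were grouped by hours after washing. The authors sequenced the libraries on an Illumina HiSeq instrument, aligned the reads to the X. laevis genome with STAR, counted reads per gene with verse and deposited the counts without normalization. The count table held 31430 genes. Total counts on genes ranged from 5528562 to 15612143 per control library (median 11822904, n = 24), from 8540455 to 15869722 per RA library (median 11665030, n = 24), and from 7422919 to 15795688 per DEAB library (median 12088804, n = 24). The lowest total belonged to the control library of clutch D at 4.5 h. X. laevis carries near-identical copies of many genes, named L and S, and the authors' counting could have split reads between such copies, so the values of single homeologs are uncertain to that extent.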

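The authors also deposited log2-scale values of 16322 genes in the 72 control, RA and DEAB libraries, which they had transformed with DESeq2's regularized log, corrected for batch with ComBat, filtered and quantile normalized. All analyses of patterns, principal components and trajectories used these values, in which differences between clutches had already been reduced. Differential expression was tested on the deposited counts with edgeR's quasi-likelihood test, with TMM library scaling, the filterByExpr filter on low counts, clutch as a block and Benjamini-Hochberg adjustment. Each fit held the 18 libraries of 1 time point, and 19376, 19543, 19400 and 19750 genes passed the filter at 0, 1.5, 3 and 4.5 h. Genes with an adjusted p under 0.05 are called differentially expressed. Changes within a clutch were computed as differences of log2 CPM (counts scaled to library size by TMM, prior count 2) between a treated library and the control library of the same clutch and time point. They were tested over the 6 clutches with the exact 2-sided sign-flip test, whose smallest possible p is 0.031. RA and DEAB were set against the same control libraries, so that chance deviations of the controls enter both comparisons. cyp26a1.L and hoxb4.S had been used by the authors to choose the clutches for sequencing, and their changes are therefore not independent evidence that the treatments worked.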

For each biological repeat, all treatments, controls, and time points were collected from a single clutch (eggs) of a single female. Treatment efficiency and quality of the RNA samples was first monitored by quantitative RT-PCR (qPCR) for changes in *cyp26a1*.L, *hoxa1*.L, and *hoxb4*.S gene expression as internal readouts of the changes in RA signal levels. Only those biological repeats where both treatments exhibited the expected upregulation (RA) or downregulation (DEAB) of gene expression were selected for RNAseq analysis.

Principal Component Analysis (PCA) of the gene expression variation showed separation along the first principal component (PC1) which corresponds to transcriptomic changes of the normal progression through gastrulation (Figures 1B,C). 

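Over the 16302 genes with a time, treatment or interaction effect in the 2-way limma fit of the deposited values, PC1 took 80.1% of the variance. Time after washing accounted for a share of 0.987 of the variance along PC1. The mean PC1 score of the controls rose from -57.1 ± 2.92 (SD, n = 6 clutches) at 0 h to -20.1 ± 4.57 (SD, n = 6) at 1.5 h, 25.7 ± 7.46 (SD, n = 6) at 3 h and 64.2 ± 4.82 (SD, n = 6) at 4.5 h, and these steps exceeded the spread between clutches. Among the genes marked in Fig. 1C, ncam1.L (Xelaev18035552m) and crabp2.S (Xelaev18042772m) had risen in control by 3.00 and 3.46 on the log2 scale at 4.5 h, while pgk1.L (Xelaev18038892m) fell by 1.91 and nde1.L (Xelaev18045182m) fell by 1.52. The percentage on PC1 moved most with log2 CPM without batch correction, where it was 52.0%.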

RA-manipulated samples clustered with the control samples of the same developmental stage suggesting a robust maintenance of transcriptome composition. 

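For each of the 72 libraries, the nearest library of another clutch in the space of the deposited values was of the same time point. The median distance between libraries of the same time point and different clutches was 27.6 within a treatment and 28.5 between treatments. Within a clutch, the median distance was 25.1 between different treatments at the same time point and 75.0 between different time points of the same treatment. Along PC1 the treated groups lay slightly behind the controls at every time point, for example at -61.7 ± 4.34 (SD, n = 6) with RA and -63.0 ± 5.87 (SD, n = 6) with DEAB at 0 h. Treatment accounted for a share of 0.0026 of the variance along PC1, which permutation of the treatment labels within clutch and time point set apart from chance (adjusted p = 0.00025 over the 10 components examined, 100000 permutations).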

Normal transcriptomic changes as a result of progression through embryogenesis appear to be the dominant variable distinguishing the samples irrespective of the RA manipulation (Figures 1B,C). 

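PC2 took 6.94% of the variance, and time after washing accounted for a share of 0.834 of it. Control libraries had mean PC2 scores of 9.23 ± 6.22 (SD, n = 6) at 0 h and 15.3 ± 8.66 (SD, n = 6) at 4.5 h, against -12.8 ± 4.64 (SD, n = 6) at 1.5 h and -11.4 ± 4.64 (SD, n = 6) at 3 h. sox7.L (Xelaev18028242m) differed from its 0 h level by -0.68 on the log2 scale at 1.5 h and by 0.0077 at 4.5 h in control, and sebox.L (Xelaev18011716m) by 0.69 and 0.40. Treatment accounted for a share of 0.00033 along PC2, not distinguishable from chance by permutation within clutch and time point (adjusted p = 0.80). On log2 CPM without batch correction, PC2 separated the clutches (share 0.989) and not the time points (share 0.0002).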

The second component (PC2) separated the sample groups at intermediate time points (*t* = 1.5 and *t* = 3 h) from those at *t* = 0 and 4.5 h, indicating a transient differential expression shift as the next most dominant pattern in the data (Figures 1B,C). These results show that overall, the dynamic transcriptome is maintained along the normal developmental trajectory despite the perturbations to RA levels.

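Differential expression against control at the same time point involved few of the tested genes. With RA, 60 genes were higher and 44 lower at 0 h, 107 higher and 21 lower at 1.5 h, and 30 higher and 1 lower at 3 h, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. None was called with RA at 4.5 h, where 1458 genes had an unadjusted p under 0.05. DEAB gave 225 genes higher and 235 lower at 0 h, none at 1.5 h with 1514 genes at an unadjusted p under 0.05, 3 higher and 4 lower at 3 h, and 2 higher and 50 lower at 4.5 h. Set directly against DEAB, RA had 85 genes higher and 5 lower at 0 h, 192 and 12 at 1.5 h, 172 and 16 at 3 h, and 143 and 18 at 4.5 h. The median size of the log2 change among called genes at 0 h was 0.48 with RA and 0.27 with DEAB. Counts against control depended on single clutches. With each clutch left out in turn, the count for RA at 0 h ranged from 17 without clutch D to 541 without clutch C, and that for DEAB at 0 h from 0 without clutch D, E or F to 2563 without clutch C. The count for RA at 3 h was 0 without clutch C, D or F. Dropping the filter on low counts raised the number for RA at 0 h to 728, and dropping the clutch block lowered it to 3. From the grouping of treated samples with controls of the same stage along the first components, the paper reasons that the transcriptome stays on its normal developmental course despite the change in RA levels.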

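Treatment accounted for a share of 0.517 of the variance along PC5, 0.160 along PC6 and 0.0826 along PC3 (adjusted p = 3.3e-05 for each, from permutation of treatment labels within clutch and time point, with the unadjusted p of 1e-05 the smallest that the permutations can give). These components took 0.721%, 0.679% and 0.980% of the total variance. The mean PC5 score was 4.35 ± 3.35 (SD, n = 24 libraries of 6 clutches) with RA, -1.29 ± 2.83 (SD, n = 24) in control and -3.06 ± 3.16 (SD, n = 24) with DEAB. On PC6 the DEAB libraries lay lowest, at -2.39 ± 4.14 (SD, n = 24), against 0.88 ± 4.01 (SD, n = 24) in control and 1.51 ± 3.81 (SD, n = 24) with RA. Along PC4 the treatment share was 0.018 (adjusted p = 0.055 from the same permutations) and along PC7 0.027 (adjusted p = 0.023). The number of the component with the largest treatment share changed when a clutch was left out. It was PC7 without clutch C (share 0.662), PC8 without clutch D (share 0.361), and PC6 without clutch E (share 0.564) or clutch F (share 0.368). With each gene scaled to unit variance, the share along PC5 was 0.0040 and the largest share lay on PC10.

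**Figure D1:**
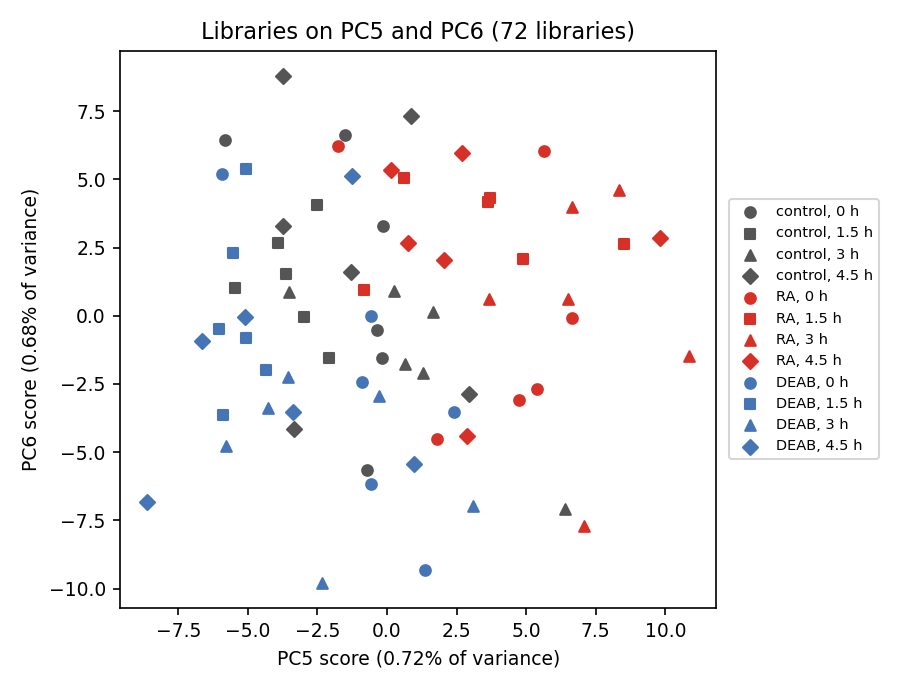
Scores of the 72 control, RA and DEAB libraries on PC5 (horizontal axis, 0.72% of the variance) and PC6 (vertical axis, 0.68% of the variance), without units. Colours mark the treatment and symbols the time after washing, and RA libraries lie to the right, with a mean PC5 score of 4.35 against -1.29 in control and -3.06 with DEAB.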

The effects of RA and DEAB on the transcriptome were not readily apparent in the first seven principal components. PC8 showed some separation of the DEAB group from the RA and Control groups (Supplementary Figures 1A,C), whereas PC10 showed some separation of the RA treatment group from Control and DEAB treatments (Supplementary Figures 1B,D). 

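Along PC8, which took 0.584% of the variance, treatment accounted for a share of 0.0244 (adjusted p = 0.0011, permutation of labels within clutch and time point). The mean score was -0.87 ± 3.74 (SD, n = 24) in control, 0.37 ± 4.58 (SD, n = 24) with DEAB and 0.50 ± 3.58 (SD, n = 24) with RA. Along PC10, with 0.445% of the variance, the share was 0.030, and its adjusted p of 0.055 from the same permutations did not pass the threshold. RA libraries had a mean PC10 score of 0.83 ± 3.26 (SD, n = 24), controls -0.54 ± 3.10 (SD, n = 24) and DEAB libraries -0.29 ± 3.99 (SD, n = 24). The differences between group means were smaller than the SD between libraries on both components. With each gene scaled to unit variance, the treatment share was 0.246 along PC8 and 0.267 along PC10 (adjusted p = 3.3e-05 for each, same permutations).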

The top-ranked genes along PC8 and PC10 showed distinct dynamic expression patterns across the treatments, whereas top-ranked genes along PC1 and PC2 largely corresponded to in-common dynamic changes over time (Figure 1B; Supplementary Figure 1C). These observations suggest that RA signaling robustness dampens the gene expression changes otherwise induced by abnormal RA levels in agreement with a robust system that functions to limit the gene expression changes in the majority of the transcriptome.

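The 200 genes at the ends of PC1, 100 with the highest and 100 with the lowest loadings, changed by 1.99 on the log2 scale on average from 0 h to later time points and by 0.156 on average between a treatment and control. On PC2 these means were 1.17 over time and 0.165 between treatment and control. The 200 genes highest on PC8 changed by 0.835 over time and 0.155 with treatment, and those on PC10 by 0.825 and 0.154. On PC5 the mean treatment change was larger, 0.244, with 0.990 over time. Of the 22 hox and RA metabolism genes listed in the paper's methods, 11 were among the 200 highest on PC5, 8 on PC6, 1 on PC8 and 0 on PC10.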

### Retinoic Acid Signaling Exhibits Efficient Robustness

Further support for the robustness of RA signaling was obtained by phenotypic and molecular analysis of embryos treated for RA knockdown. *Xenopus* embryos treated with the RALDH inhibitor, DEAB (50 μM), or overexpressing CYP26A1 to render RA inactive (Hollemann et al., 1998; Yelin et al., 2005; Topletz et al., 2015; Shabtai et al., 2017). These embryos developed mild microcephaly and slight axial shortening as previously described (Shabtai et al., 2017), which are unexpectedly mild defects for such an important signaling pathway (Figures 2A–C,E). The induction of severe phenotypes by RA loss-of-function required the combined RA knockdown with both treatments targeting the metabolism at different steps (Figures 2D,E) supporting the observed robustness of RA signaling. Analysis of changes in *hoxa1* or *dhrs3* expression supported the conclusion that the individual RA-knockdown treatments result in moderate gene expression changes (Figures 2F–H), and severe gene expression changes are observed when both treatments were combined (Figures 2F–H). These results further support the notion that RA robustness needs to be overcome to elicit strong gene expression and phenotypic changes.

**FIGURE 2:**
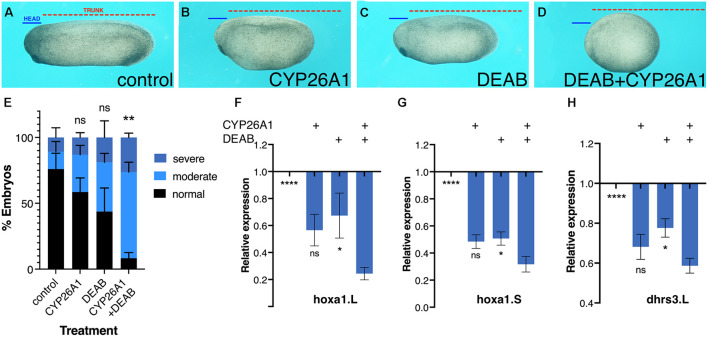
Phenotypic and molecular robustness of the retinoic acid metabolic pathway. Retinoic acid levels were reduced in *Xenopus laevis* embryos by inhibition of the RALDH activity with DEAB or by CYP26A1 overexpression to render retinoic acid inactive. **(A)** Control embryo at st. 27. **(B)** Embryo injected with capped RNA (0.8 ng) encoding the CYP26A1 enzyme. **(C)** Embryo treated with DEAB (50 μM) from st. 8.5 until st. 27. **(D)** Embryo treated with DEAB and injected with *cyp26a1* mRNA. To exemplify the induced developmental malformations, lines depicting the size of the head domain (blue) and the trunk (red) were drawn on the control embryo **(A)** and then copied unto the treated embryos **(B–D)**. **(E)** Distribution of the developmental defect severity induced by the retinoic acid manipulations. Embryos were scored for the induction of moderate **(B,C)** or severe **(D)** phenotypes, or normal looking. **(F–H)** Gene expression changes as a result of retinoic acid manipulation. qPCR analysis of *hoxa1.L* **(F)**, *hoxa1.S* **(G)**, and *dhrs3.L* **(H)** relative expression levels as a result of the individual or combined retinoic acid manipulations. Statistical significance (Student’s *t*-test) was calculated compared to the combined treatment group. *p < 0.05; **p < 0.01; ****p < 0.0001; ns, not significant.

To begin exploring the limits of the robustness response to increased RA levels we treated embryos with increasing RA concentrations in the physiological range and above (1 nM – 1 μM). Treated embryos were analyzed for morphological malformations, microcephaly, trunk shortening, and loss of tail, by early tailbud stages (st. 32–33) and revealed that the RA treatments induced developmental malformations whose severity increases in correlation to the amount of RA added (Figures 3A,B). While exposure to 10 nM RA resulted in very mild malformations involving mainly the anterior head (forebrain) region, 50 nM RA induced a clear and relatively strong phenotype, and 100 nM RA resulted in severe defects, both affecting the head (severe microcephaly) and trunk (anterior-posterior axis) regions (Figures 3A,B). In similarly treated embryos, we analyzed the expression changes of genes encoding RA metabolic enzymes and RA targets (*hox* genes) during early (st. 10.25) and late gastrula (st.12) (Nieuwkoop and Faber, 1967). Genes positively regulated by RA at both stages, *hoxb1*, *cyp26a1*, and *dhrs3* exhibited dose-dependent responses (Figures 3C–E). The genes, *aldh1a2* and *rdh10*, were down-regulated by most RA doses (Figures 3F,H), while *aldh1a3* (*raldh3*) was upregulated at early gastrula and was repressed late gastrula (Figure 3G). Importantly, in many instances, treatments above 10 nM RA resulted in stronger changes in gene expression or the transition to more severe malformations suggesting an upper limit to the robustness response. We also studied the effects of graded increase in RA levels on the spatial expression patterns of *hoxb1* and *hoxb4* (Supplementary Figure 2). We performed a visual estimation of the expression level changes compared to control embryos, or compared to the previous (lower) RA concentration. As determined by qPCR for *hoxb1* (Figure 3C), for both genes we observed the expected RA concentration-dependent *in situ* hybridization signal intensity increase (Supplementary Figure 2). In parallel, we observed a widening of the expression domain of both genes along the anterior-posterior axis (Supplementary Figures 2A–C,E–G).

**FIGURE 3:**
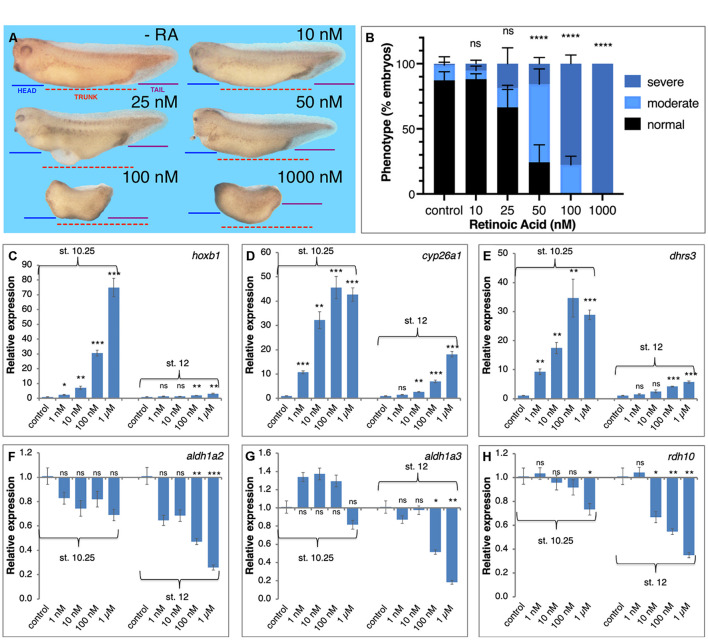
Transient physiological manipulation of RA levels for robustness analysis. **(A)** Embryos were treated with increasing concentrations of all-*trans* RA from 1 nM to 1 μM. Treatments were initiated at st. 8.5 and RNA samples were collected at tailbud stages (st. 32–33) for phenotypic analysis. To exemplify the induced developmental malformations, lines depicting the size of the head domain (blue), the trunk (red), and the tail (purple), were drawn on the control embryo (-RA) and then copied unto the treated embryos (10–1,000 nM). **(B)** Distribution of the severity of the developmental defects induced by the retinoic acid manipulations. Treated embryos were scored for the induction of moderate (as in 25 or 50 nM) or severe phenotypes (as in 100 or 1,000 nM), or normal looking (as in -RA). **(C–H)** RA treated embryos were collected at early (st. 10.25) and late (st. 12) gastrula for analysis of the changes in expression level. The response of RA metabolic and target genes was studied by qPCR. **(C)** *hoxb1* **(D)** *cyp26a1* **(E)** *dhrs3* **(F)** *aldh1a2* **(G)** *aldh1a3* **(H)** *rdh10*. Statistical significance (Student’s *t*-test) was calculated compared to the control group. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; ns, not significant.

Further support for the robustness of RA signaling came from the in-depth analysis of the kinetic transcriptomic changes. We analyzed the averaged data for all biological repeats using an unbiased dynamic pattern analysis approach along all possible discretized patterns of gene expression (Kuttippurathu et al., 2016). Following normalization to *t* = 0 h, up- or down-regulated genes beyond the significance threshold at each time point were scored as either +1 or −1, respectively, or 0 for no significant change (Supplementary Figure 3A). Such an exhaustive approach allows us to enumerate the dominant as well as subtle patterns in the data overcoming limitations of conventional cluster analysis that could miss or mask the smaller groups of genes with distinct expression profiles over time.

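The 2-way limma fit of the deposited values with time, treatment and their interaction gave 16302 of 16322 genes with at least 1 effect at an adjusted p of at most 0.05, and 16291 of these with an effect of time. Averaged over the 6 clutches and compared with 0 h of the same group, 4693 genes changed at least 2-fold at 1.5, 3 or 4.5 h in control, RA or DEAB. They occupied 10 of the 27 possible patterns. The count moved most when log2 CPM replaced the deposited values, to 11733 genes in 16 patterns, and a 1.5-fold threshold gave 8863 genes in 18 patterns.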

Expression of a total of 4,693 genes significantly changed more than two-fold over time (compared to t0; multiple testing corrected *q*-value < 0.05), and surprisingly they only grouped in 10 out of the possible 27 (3^∗^3^∗^3) dynamic patterns for any of the experimental groups (RA, DEAB, Control) (Supplementary Figure 3A). Only 5 patterns included 100 or more genes in any experimental group, corresponding to up- or down-regulation at later time points (3 and 4.5 h) in agreement with a return to normal expression levels after the initial RA-dependent disruption (Supplementary Figure 3A). 

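The 5 patterns with 100 genes or more described late falls and late or early lasting rises. A fall at 4.5 h only was seen in 1175 genes in control, 1074 with RA and 1115 with DEAB. A fall from 3 h on was found in 753 genes in control, 842 with RA and 811 with DEAB. Genes that rose at 4.5 h only numbered 952, 867 and 945 in the same order, those that rose from 3 h on 937, 1013 and 975, and those that rose from 1.5 h on 193, 218 and 227. Leaving out each clutch in turn moved the number of genes falling at 4.5 h only between 1146 and 1230 in control, between 1013 and 1134 with RA and between 1008 and 1186 with DEAB, so that the ranges of control and DEAB overlapped, while that of RA lay below that of control.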

There were no significant differences in the gene counts between RA or DEAB and control groups (two-tailed *Z* test, *p* > 0.05). Gene Ontology enrichment of the control group highlighted development, cell cycle, morphogenesis, RA biosynthesis, gastrulation, and others (Supplementary Figure 3B and Supplementary Table 1). At this level of analysis, we could not observe distinctive dynamic gene expression patterns that occur only in response to the RA or DEAB treatments. 

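Each of the 10 patterns held at least 1 gene in control, RA and DEAB alike. The smaller patterns differed most in relative size. A fall at all 3 later time points was found in 53 genes in control, 86 with RA and 91 with DEAB. Across the fits that each left out 1 clutch, these numbers stayed between 42 and 63, 75 and 93, and 77 and 107, respectively, so that the range in control did not overlap with those of the treatments. The difference itself was not tested.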

Venn diagram analysis revealed limited (about 20–30%) treatment-specific gene expression changes that do not overlap with control samples for each pattern. For instance, in the subset of genes that showed late downregulation (pattern 0, 0, −1; Supplementary Figure 3C) only 216 genes in DEAB or 187 genes in RA, did not overlap with the control sample (1,175 genes) showing that only about 18% of the genes changed as a result of the treatments beyond the normal developmental changes. 

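Among the 5 large patterns, the genes of the RA group that were not in the same pattern in control made up 17.4% (fall at 4.5 h), 21.6% (fall from 3 h), 21.5% (rise at 4.5 h), 20.5% (rise from 3 h) and 28.0% (rise from 1.5 h). The corresponding shares of the DEAB group were 19.4%, 18.9%, 26.1%, 20.3% and 32.2%.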

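In the late fall, 187 of the 1074 genes of the RA group and 216 of the 1115 genes of the DEAB group were not among those of control, 95 genes were shared by RA and DEAB but not by control, and 772 were common to all 3 groups. These genes also fell in control, where their median change from 0 h to 4.5 h was -0.97 on the log2 scale with either treatment, close to the 2-fold threshold. When the 6 clutches of the control group were resampled with replacement 100 times, the resampled control pattern held on average 217 genes, between 0 and 462, that were not in the pattern of the full control group. When the clutches were divided into groups of 3 in all 20 ways, control against control left 38.2% of genes unshared, RA against control 37.0% and DEAB against control 36.8%. With log2 CPM, 475 genes of the RA group and 508 of the DEAB group were not in control.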

The expression changes relative to the end of the RA perturbation (*t* = 0 h) did not vary substantially (Supplementary Figure 3), consistent with the observed robustness.

### Retinoic Acid Network-Wide Responses to Restore Normal Signaling Levels

We exhaustively compared the RA and DEAB treatments adapting our unbiased COMPACT approach for analyzing time-series differential transcriptomic profiles across multiple experimental conditions (Kuttippurathu et al., 2016). 

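The 2-way limma fit of the deposited values gave 995 genes with an effect of treatment and 2 with an interaction of treatment and time at an adjusted p of at most 0.05. This fit had no clutch block, and with clutch as a block on the same values the numbers were 711 and 1. With log2 CPM and clutch as a block, they were 374 and 1.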

For statistically significant changing genes within each treatment group (two-way ANOVA; *q* < 0.05), we constructed discrete patterns based on differential gene expression between treatment (RA or DEAB) and control at each time point (81 theoretically possible patterns). Also here, only 32 distinct patterns with at least one gene in either comparison were observed (Figure 4A). 

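In the deposited values, 32 of the 81 patterns were occupied by at least 1 gene in RA or DEAB against control. Most changed genes first passed the threshold after 0 h. With RA, 40 genes first differed from control at 0 h, 92 at 1.5 h, 108 at 3 h and 88 at 4.5 h. With DEAB these numbers were 44, 26, 131 and 156. Simulated groups with no treatment effect, set against the same controls with the residual spread of the deposited values, occupied 43.4 ± 2.89 patterns (SD over 1000 simulations), and treatment labels permuted within clutch and time point occupied a median of 22 patterns, at most 28 over the 99 permutations. With log2 CPM 75 patterns were occupied, and with a 1.5-fold threshold 18.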

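From 0 h to 4.5 h, the size of the log2 change in control had a median of 0.56 over genes, and 4063 genes changed at least 2-fold and 10617 at least 1.3-fold. Against control at the same time point, the median size of the log2 change lay between 0.041 and 0.055 with RA or DEAB at any time point. RA changed 40, 114, 150 and 135 genes at least 1.3-fold at 0, 1.5, 3 and 4.5 h, of which 7, 6, 3 and 4 changed at least 2-fold. DEAB changed 44, 30, 143 and 211 genes at least 1.3-fold and 0, 0, 0 and 5 at least 2-fold. These are changes of averages over 6 clutches in values that the authors had shrunk by the regularized log, which compresses the changes of genes with low counts.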

The effect threshold, 1.3-fold average difference, was chosen lower than 2-fold, as the differential expression analysis revealed that the RA/DEAB perturbations were leading to a smaller magnitude of changes at each time point, as compared to the larger changes occurring normally over time (Figure 1B and Supplementary Figure 3), providing additional evidence of the robustness. Intersecting the two distributions yielded a matrix where each element corresponds to a distinct pair of patterns corresponding to the gene-specific response to increased (RA vs. control) and decreased (DEAB vs. control) RA signaling (Figure 4B).

**FIGURE 4:**
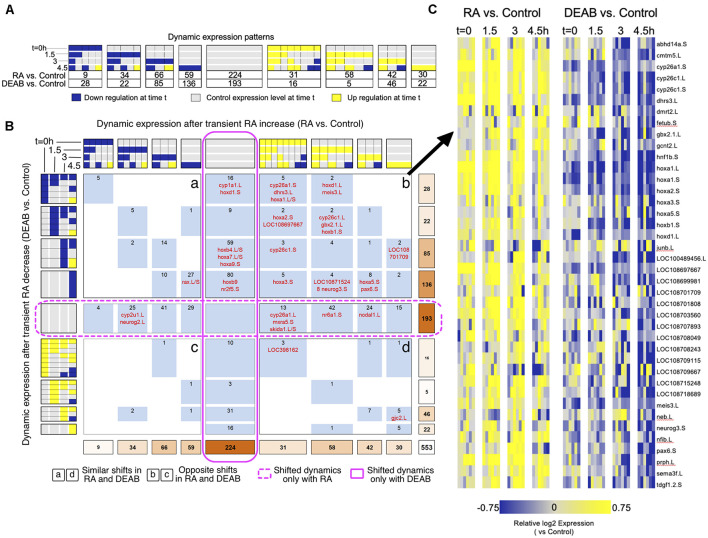
Comparative pattern analysis to uncover genes responding to opposing RA manipulations. **(A)** Genes were grouped into discretized expression patterns based on up-regulation (yellow), down-regulation (blue), or no change (gray) compared to the control sample at the same time point. The numbers below the patterns indicate the number of genes that show the corresponding expression pattern in RA vs. control or DEAB vs. control. Only 32 out of 81 theoretically possible (four time points, 3*3*3*3 = 81) dynamic patterns were exhibited by at least one gene and are included in the figure. **(B)** COMPACT matrix comparing gene expression changes due to RA and DEAB relative to control. The subset of 32 × 32 patterns with non-zero number of genes in either perturbation group are shown. The gene counts were grouped within related patterns based on the time of initial up- or down-regulation. Supplementary Data 1 contains a version of the COMPACT matrix shown with the gene identifiers corresponding to the counts. The different quadrants are labeled a to d. **(C)** Dynamic expression patterns of genes showing opposite changes in response to RA and DEAB treatments (quadrant b).

Surprisingly, the COMPACT matrix (Figure 4B and Supplementary Data 1) shows that the majority of the genes exhibited sensitivity to only one direction of the RA perturbation. 

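Of the 549 genes with an effect in the 2-way limma fit that differed from control at least 1.3-fold at any time point, 413, or 75.2%, did so with only 1 of the treatments. Simulated groups without any effect gave 168 ± 12.1 genes (SD over 1000 simulations, at most 205) for RA only and 169 ± 12.2 (at most 207) for DEAB only. The observed 192 genes for RA only lay within the simulated range, and the observed 221 for DEAB only lay above it. Elsewhere the simulation exceeded the data, with 43.4 patterns occupied against 32, and 13.6 genes lower with RA and higher with DEAB against 5. It therefore seems to overstate chance, and a count within its range does not exclude an effect. With treatment labels permuted within clutch and time point, the median was 117 genes for RA only and 108 for DEAB only, and 3 of 100 labelings, counting the real one, gave as many genes for each. Of the 413 genes, 112 had an effect of treatment or an interaction in the 2-way limma fit at an adjusted p of at most 0.05.

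**Figure D2:**
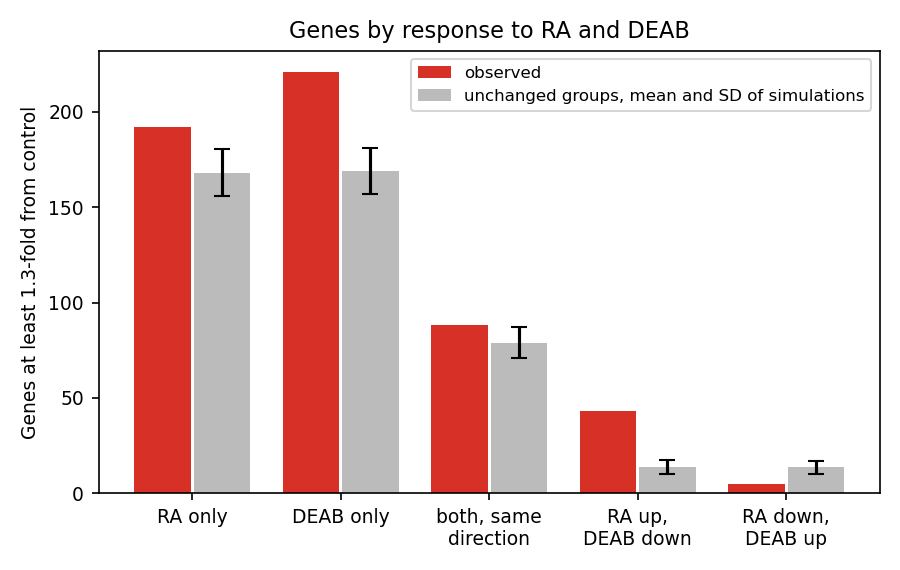
Number of genes at least 1.3-fold from control (vertical axis) by their response to RA and DEAB (horizontal axis). Observed counts stand beside the mean and SD of simulated groups with no effect, and genes higher with RA and lower with DEAB, 43 observed against 13.7 simulated, show the largest relative excess. The simulated mean exceeds the observed count for genes lower with RA and higher with DEAB, 13.6 against 5.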

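Of the genes changed by RA alone, 93 rose first and 99 fell, and of those changed by DEAB alone, 58 rose and 163 fell. An effect of treatment or an interaction was found for 54 and 19 of the genes changed by RA and for 3 and 36 of those changed by DEAB. Over all deposited genes, without the requirement of an effect in the 2-way fit, the counts were 193 and 224. With RA and DEAB each set against the controls of 3 different clutches (20 splits), which leaves fewer clutches in each average, the means were 525.5 and 589.3. Restricted to genes with a treatment or interaction effect, RA alone changed 73 genes and DEAB alone 39. Without clutch C the count for DEAB alone was 451.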

A total of 193 genes only responded to the addition of RA (middle row), whereas 224 genes were only responsive to RA knockdown (middle column). Of the genes responsive to both RA and DEAB perturbations, 88 genes responded in the same direction to both treatments (quadrants a and d; Figure 4B). 

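The 88 genes that changed in the same direction with RA and DEAB comprised 24 higher and 64 lower with both, and 5 of the 88 had an effect of treatment or an interaction in the 2-way limma fit. Because both treatments were compared with the same control libraries, simulated groups without an effect also gave same-direction genes, 79.0 ± 7.93 (SD over 1000 simulations) and at most 105. Treatment labels permuted within clutch and time point gave a median of 45 genes, and 8 of 100 labelings, counting the real one, gave as many as 88. With RA and DEAB set against the controls of different clutches, 3 clutches each, the same-direction count averaged 133.7 (81 to 183 over 20 splits) and no longer exceeded the opposite-direction count of 130.25 (83 to 190) by more than the spread of the splits. With the same 3 control libraries for both treatments these means were 246.55 and 96.5.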

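Of the 48 genes with opposite changes, 43 were higher with RA and lower with DEAB, and 5 were lower with RA and higher with DEAB. Simulated groups without an effect gave 13.7 ± 3.61 genes (SD over 1000 simulations, at most 26) of the first kind and 13.6 ± 3.44 of the second. With treatment labels permuted within clutch and time point, the median was 5 genes of each kind, and 2 of 100 labelings, counting the real one, gave as many of the first kind, with 44 in the other one, and 58 as many of the second. An effect of treatment or an interaction in the 2-way limma fit was found for 37 of the 43 genes and for 0 of the 5. With a 1.5-fold threshold 11 genes had opposite changes, and with log2 CPM 744.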

Only a set of 48 genes showed opposite transcriptional outcomes to RA increase versus RA decrease (quadrants b and c; Figure 4B). Importantly, the set of genes that showed upregulation by exogenous RA addition and downregulation by DEAB (quadrant b; Figure 4B) was enriched for genes involved in RA metabolism (Figures 4B,C).

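Of the 16 RA metabolism genes listed in the paper's methods, 5 were among the 549 genes that changed with either treatment, and 4 of these, cyp26a1.S, cyp26c1.L, cyp26c1.S and dhrs3.L, were among the 43 genes higher with RA and lower with DEAB. The fifth, cyp26a1.L, counted as changed by RA only at this threshold on the deposited values. In the counts its mean at 0 h was also lower with DEAB, at 41.5 ± 15.8 CPM (SD, n = 6) against 67.9 ± 33.0 in control. The class therefore does not show that this gene ignores DEAB. The odds ratio was 50.7 (confidence interval 4.88 to 2511, 2-sided Fisher's exact test, p = 0.00016). Leaving out each clutch in turn gave odds ratios from 29.7 to 82.5, and log2 CPM gave 16 (Fisher's exact test, p = 0.0002). The paper drew up its network partly from genes expressed in its own libraries, and L and S copies of 1 gene do not respond independently, so the test counts related genes as separate.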

Analysis of the RA signaling robustness revealed a complex, network-wide transcriptional response aimed at altering enzyme levels to redirect the metabolism of RA toward restoration of normal signaling levels. To better understand the network-wide response we proceeded to determine the components of the RA network expressed during early gastrula to specifically analyze them from the transcriptomic data. The RA network composition during early/mid gastrula was determined by data mining starting from a list of 27 possible RA metabolic and signaling network components. For 12 of the 27 genes, we found transcriptomic support in our data or additional RNAseq data sets (Xenbase.org) (Yanai et al., 2011; Savova et al., 2017; Karimi et al., 2018). All putative RA network components were validated by determining their temporal expression pattern by qPCR, analyzing both homeologs (L and S genes) when present in the *X. laevis* genome (Supplementary Figure 4). The basic RA metabolic network analyzed includes during early/mid gastrula 12 genes out of which 4 are singletons and 8 are present as L or S homeologs (Figure 5A; Session et al., 2016).

**FIGURE 5:**
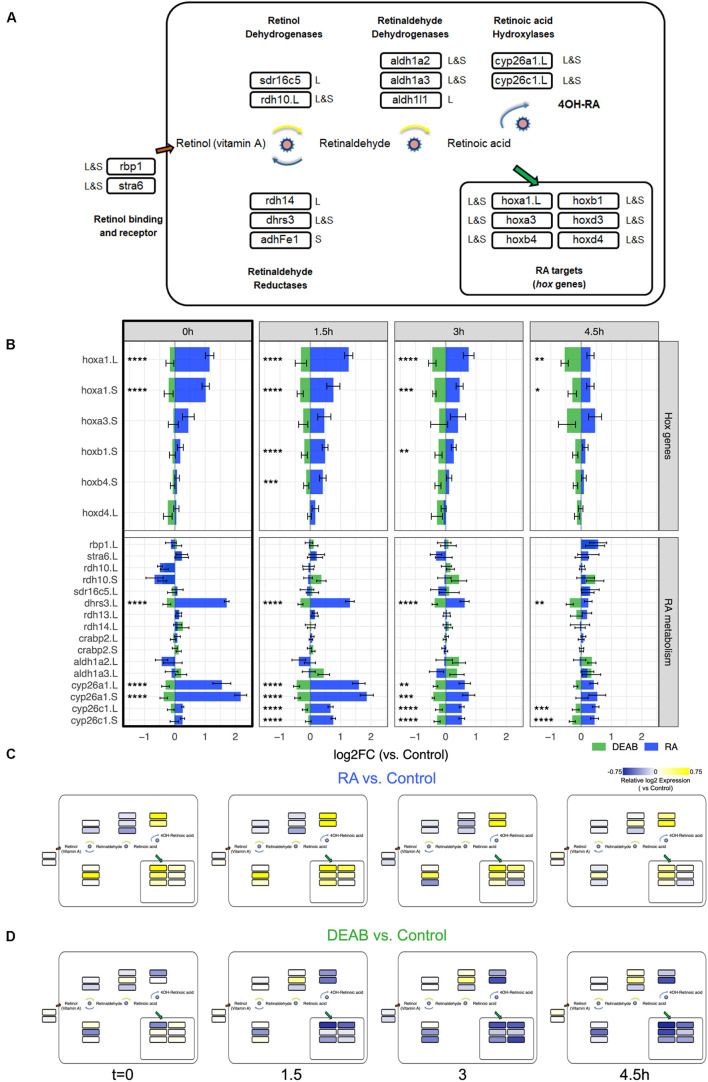
Network-wide response to transient RA manipulations. **(A)** RA metabolic network components and RA target genes analyzed during early/mid gastrula. The homeolog (L&S) or singleton status of the gene(s) in the genome is denoted outside the box with the gene name. The gene names shown include a .L suffix to mark in cases where only one of the homeologs changed significantly in the RNAseq and HT-qPCR data. **(B)** Analysis of the expression change during the recovery period following the transient increase (RA) and decrease (DEAB) in RA levels. The *hox* gene and the RA metabolic network component changes were averaged from the RNAseq and HT-qPCR analyses. The black frame around the *t* = 0 h time point denotes the network-wide response at the end of the treatment. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; not labeled, not significant. **(C,D)** Mapping the differential expression data onto the RA network shown in panel **(A)** to highlight the differences in regulation of biosynthesis versus degradation of RA signal between RA and DEAB treatment groups.

We analyzed the averaged expression change from all the replicates of the *hox* genes to monitor the change in RA signal intensity (Figure 5B) and the RA metabolic network genes to begin understanding the robustness response (Figure 5B). 

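The mean log2 difference from control over the 6 hox genes of the paper's trajectory analysis was 1.03 ± 0.38 (SD, n = 6 clutches) with RA at 0 h, 0.94 ± 0.68 at 1.5 h, 0.55 ± 0.68 at 3 h and 0.21 ± 0.49 at 4.5 h. It was positive in 6 of 6 clutches at 0 h and at 1.5 h (exact sign-flip test, p = 0.031 for each) and in 4 of 6 at 4.5 h (p = 0.44, same exact test). With DEAB the mean was -0.41 ± 0.30 (SD, n = 6) at 0 h, -0.79 ± 0.59 at 1.5 h, -0.70 ± 0.56 at 3 h and -0.68 ± 0.44 at 4.5 h, negative in 6 of 6 clutches at 0 h (exact sign-flip test, p = 0.031) and in 5 of 6 at the later time points (p = 0.0625 for each, same exact test), with clutch C the exception. The mean over the 16 RA metabolism genes, which include enzymes that make RA and enzymes that remove it, was 0.55 ± 0.13 (SD, n = 6) with RA at 0 h, 0.51 ± 0.22 at 1.5 h, 0.25 ± 0.21 at 3 h and 0.24 ± 0.23 at 4.5 h. DEAB gave -0.14 ± 0.23 (SD, n = 6), -0.19 ± 0.11, -0.21 ± 0.17 and -0.16 ± 0.24 at these times. With a prior count of 0.5 in place of 2, the hox mean with RA at 1.5 h was 1.08 and that with DEAB at 0 h -0.47, and neither passed the threshold (exact sign-flip test, p = 0.0625 for each).

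**Figure D3:**
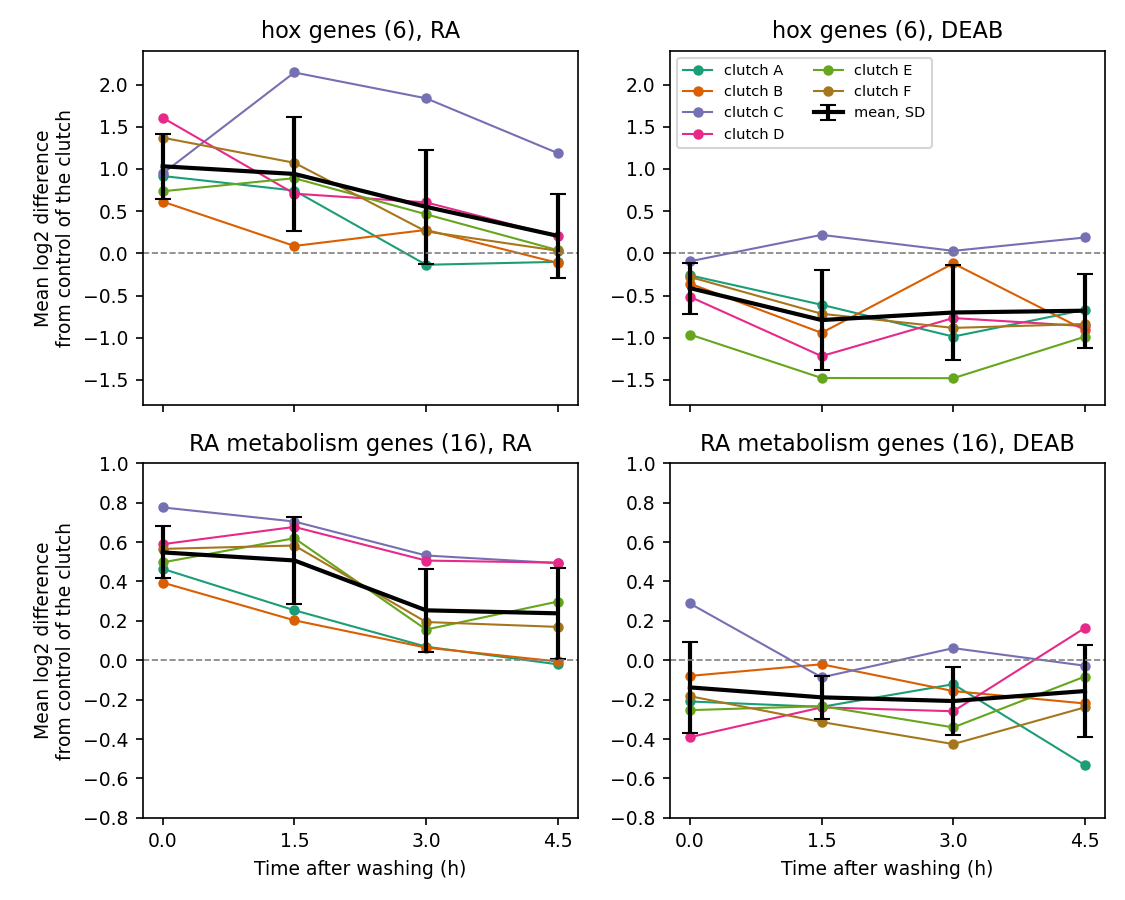
Mean log2 difference from the control library of the same clutch (vertical axis) against hours after washing (horizontal axis) for the 6 hox genes (top) and the 16 RA metabolism genes (bottom), with RA (left) and DEAB (right). Coloured lines are clutches A to F and black lines the mean with its SD, and clutch C has a hox change of 1.19 with RA at 4.5 h, where the mean is 0.21.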

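From 0 h to 4.5 h, the mean size of the log2 change of the 16 RA metabolism genes with RA fell by 0.43 ± 0.21 (SD, n = 6 clutches), with a decline in 6 of 6 clutches (exact sign-flip test, p = 0.031). For the 6 hox genes with RA the decline was 0.68 ± 0.58 (SD, n = 6), in 5 of 6 clutches, with an increase in clutch C (exact sign-flip test, p = 0.0625). With DEAB no decline of the mean over the RA metabolism genes was distinguishable from the spread between clutches, 0.0059 ± 0.10 (SD, n = 6, exact sign-flip test, p = 0.81). For the hox genes with DEAB it was -0.029 ± 0.32 (SD, n = 6, exact sign-flip test, p = 0.84), and 0.327 with a prior count of 0.5 (exact sign-flip test, p = 0.125). Since 4 of the 6 hox genes had at most 2 counts in each control library at 0 h, a fall with DEAB was not measurable for them at 0 h, and these hox values do not show whether the effect of DEAB declined. Among single genes with RA, the size of the change declined in 6 of 6 clutches for cyp26a1.S by 2.06 ± 0.69 (SD, n = 6), dhrs3.L by 1.77 ± 0.36 and cyp26a1.L by 1.53 ± 0.33 (exact sign-flip test, p = 0.031 and adjusted p = 0.23 over the declines of all listed genes for each). With DEAB the change of rdh10.L declined by 0.30 ± 0.18 (SD, n = 6) in 6 of 6 clutches (exact sign-flip test, p = 0.031, adjusted p = 0.23 over the same declines). Other genes moved the opposite way with DEAB, such as rdh13.L, whose decline was -0.53 ± 0.55 (SD, n = 6). In the deposited log2 values, the decline of the RA metabolism genes with RA was 0.20 in 5 of 6 clutches (exact sign-flip test, p = 0.0625). The hox decline with RA in these values was 0.16 in 5 of 6 clutches (exact sign-flip test, p = 0.31). The hox genes with DEAB moved farther from control in 6 of 6 clutches, a decline of -0.36 (exact sign-flip test, p = 0.031).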

From this quantitative estimation of the gene expression changes we can observe the robustness of RA signaling as the expression shift decreases with recovery time for the *hox* targets and the RA network genes (Figure 5B). Expression changes in response to RA treatment are larger that to RA knockdown (DEAB). Also importantly, the *t* = 0 h time point summarizes the response during early gastrula of the RA network genes to increased and decreased RA signaling levels (Figure 5B black box). These results clearly show a network-wide response as part of the robustness of the pathway.

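At 0 h the mean size of the log2 change of the 16 RA metabolism genes was 0.80 ± 0.097 (SD, n = 6) with RA and 0.43 ± 0.095 with DEAB, larger with RA in 6 of 6 clutches by 0.37 ± 0.057 (exact sign-flip test, p = 0.031). For the 6 hox genes the excess at 0 h was 0.34 ± 0.32 (SD, n = 6), in 5 of 6 clutches (exact sign-flip test, p = 0.0625). Most of these hox genes were near the floor in control at 0 h, such as hoxb1.S with 0 to 1 counts per library. They could rise with RA but hardly fall with DEAB, which favours such an excess. Averaged over the 4 time points, the excess was 0.18 ± 0.26 (SD, n = 6) for the RA metabolism genes (exact sign-flip test, p = 0.094) and 0.032 ± 0.61 (SD, n = 6) for the hox genes (exact sign-flip test, p = 0.91). At 4.5 h the hox genes changed more with DEAB than with RA in 5 of 6 clutches, with a difference of -0.36 ± 0.64 (SD, n = 6), not distinguishable from 0 (exact sign-flip test, p = 0.22). The doses of RA and DEAB were fixed, so that these are differences between these doses.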

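At the end of the treatment, cyp26a1.S (Xelaev18036884m), which encodes an enzyme that degrades RA, stood at 85.6 ± 18.1 CPM in control (SD, n = 6), 551 ± 181 with RA and 51.6 ± 13 with DEAB. Its log2 fold change with RA was 2.67 (standard error 0.15, adjusted p = 2.5e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and lay between 2.58 and 2.75 with each clutch left out in turn. dhrs3.L stood at 22.0 ± 10.5 (SD, n = 6) in control, 101 ± 43.8 with RA and 11.8 ± 3.30 with DEAB, with a log2 fold change of 2.21 for RA (standard error 0.14, edgeR adjusted p = 3.5e-08) and -0.85 for DEAB (standard error 0.16, edgeR adjusted p = 0.027), the latter called in 2 of the 6 fits that each left out a clutch. For cyp26a1.L, used in the choice of clutches, the log2 fold change with RA was 2.09 (standard error 0.15, edgeR adjusted p = 1.8e-07). Of the 17 listed hox and RA metabolism genes tested at 0 h, 7 were called with RA over all genes tested and 13 when adjusted over the list alone, 8 higher and 5 lower. With DEAB 4 were called over all genes and 7 adjusted over the list alone, all 7 lower. At 4.5 h the numbers were 0 and 4 of 21 with RA and 3 and 10 of 21 with DEAB. The paper drew up its network partly from genes expressed in these libraries, so the counts over the list alone are not independent evidence. For aldh1a2.L (Xelaev18018168m), which encodes an enzyme that makes RA, the log2 fold change with RA was -0.16 (standard error 0.07, edgeR adjusted p = 0.22 over all genes and 0.0498 over the list alone), and the gene was lower in 5 of 6 clutches.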

We mapped the expression changes in response to RA perturbation (Figures 4B,C) to the RA metabolic network (Figure 5A). Notably, based on their reported preferential enzymatic activity, not all genes exhibited their expected gene expression change (Figures 5B–D). For instance, following transient RA addition, genes encoding enzymes with a preferential retinaldehyde reductase activity (*rdh14* and *adhFe1*) undergo at later time points downregulation, and not the expected upregulation (Figure 5C). 

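aldh1l1.L (Xelaev18023971m), one of the genes drawn in Fig. 5A, had a log2 fold change of -0.73 with RA at 0 h (standard error 0.15, adjusted p = 0.042 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was lower in 6 of 6 clutches, with 3 of the 6 fits that each left out a clutch keeping the call. rdh10.L was lower in 6 of 6 clutches with RA at 0 h, by a log2 fold change of -0.28 (standard error 0.095, edgeR adjusted p = 0.13 over all genes and 0.019 over the list alone), and with DEAB its log2 fold change was also negative, at -0.25 (standard error 0.095, edgeR adjusted p = 0.14 over all genes and 0.045 over the list alone).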

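rdh14.L (Xelaev18028088m) had a log2 fold change of 0.095 with RA at 0 h (standard error 0.072, adjusted p = 0.50 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and of -0.11 at 4.5 h (standard error 0.08, edgeR adjusted p = 0.83). Within clutches its mean change at 4.5 h was -0.10 ± 0.12 (SD, n = 6), lower than control in 5 of 6 clutches (exact sign-flip test, p = 0.094). For adhfe1.S (Xelaev18033772m) the log2 fold change was -0.31 with RA at 3 h (standard error 0.28, edgeR adjusted p = 0.87) and -0.13 at 4.5 h (standard error 0.16, edgeR adjusted p = 0.91). Its mean change within clutches at 3 h was -0.53 ± 0.61 (SD, n = 6), lower in 4 of 6 clutches (exact sign-flip test, p = 0.125). Neither change was distinguishable from the spread between clutches at this depth.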

As an independent validation, we analyzed the differential expression time series data using another unbiased approach, Weighted Gene Correlation Network Analysis (WGCNA) (Langfelder and Horvath, 2008). A WGCNA gene expression module with the highest correlation with treatment contained a similar gene set as shown in Figure 4C, supporting the COMPACT analysis (green module, Supplementary Table 2; Supplementary Data 2). Taken together, our results support a network-wide mechanism to maintain RA signaling levels to counter the effects of external perturbations and prevent teratogenic effects by a transcriptional feedback control system.

To cross-validate the observed kinetics of the RA robustness response, we performed the pulse-chase RA perturbations in other independent clutches of embryos (Figure 1A) and analyzed the expression changes by qPCR (Supplementary Figure 5). In RA-treated embryos, the two RA-regulated genes, *hoxb1* and *hoxb4*, were upregulated at the time of treatment washing (*t* = 0 h) (Supplementary Figure 5A), and 2 h into the recovery (t2), both RA target genes were back to control expression levels. We studied the expression of *dhrs3*, which preferentially reduces RAL to ROL to attenuate RA biosynthesis (Feng et al., 2010), *cyp26a1*, which targets RA for degradation, and *aldh1a2* that produces RA from RAL (Shabtai et al., 2016), to begin understanding the RA robustness response. Both negative RA regulators of RA biosynthesis, *dhrs3*, and *cyp26a1* were upregulated at *t* = 0 by increased RA and return to normal expression levels after a 4-h recovery (Supplementary Figure 5B). As expected, *aldh1a2* exhibited an RA-promoted weak downregulation at *t* = 0, returning to normal levels after 4 h (Supplementary Figure 5B). These results exemplify how the gene expression levels of RA metabolic enzymes are regulated to achieve normal RA levels as part of the robustness response. A complementary study performed by inhibiting RA biosynthesis with DEAB (Supplementary Figures 5C,D) revealed that all genes studied exhibited fluctuations during the recovery period. The genes *hoxd1* and *hoxb1* reached almost normal levels at an earlier stage than the genes encoding RA metabolic components, again showing a concerted, network-wide, response of the RA metabolic network to restore normal developmental RA levels and *hox* gene expression (Supplementary Figure 5C). Genes encoding anabolic enzymes, e.g., *aldh1a2*, were upregulated, and catabolic components, e.g., *cyp26a1*, were downregulated (Supplementary Figure 5D), consistent with a network-wide response model of adjusting the pathway component expression (and activity) to restore normal RA signaling levels.

### Direction-Dependent Uneven Retinoic Acid Robustness Response Efficiency

To better characterize the gene responses observed in the RNAseq study to RA manipulation, we performed a detailed titration of RA levels and determined the response of the main RA network genes. Multiple embryo clutches (*n* = 5) were exposed to increasing concentrations of RA (1, 10, 100, and 1,000 nM) or several concentrations of DEAB (1, 5, 10, 25, and 50 μM) to induce a gradual reduction in RA levels during mid gastrula (st. 11). Gene expression changes were studied by qPCR for both homeologs (Figures 6A–F). The results show that genes encoding RA production limiting enzymes (DHRS3) or enzymes promoting RA degradation (CYP26A1) exhibit a robust, dose-dependent response to increased RA similar to well-characterized RA target genes such as *hoxa1* (Figures 6A–C). In contrast, as a result of RA reduction, no clear response trend could be observed, but by 25 μM DEAB, expression of both, *dhrs3* and *cyp26a1* decreased by about 30% similar to *hoxa1* (Figures 6A–C). For genes encoding enzymes active in RA production, the situation is more complex. *rdh10* exhibited a dose-dependent reduction trend with increasing RA concentrations (Figure 6D). In contrast, reducing RA levels did not uncover a clear regulatory response. During mid gastrula, *aldh1a2* exhibited a mixed response to different levels of increased or decreased RA (Figure 6E). Also, *aldh1a3* is down-regulated as a result of RA addition but no clear trend is observed and exhibits a mixed response to RA reduction (Figure 6F). These results recapitulate in more detail the basic observations of the COMPACT (Figure 4B) and the pattern response analysis (Supplementary Figure 3A) where many of the genes respond to only one direction of RA perturbation.

**FIGURE 6:**
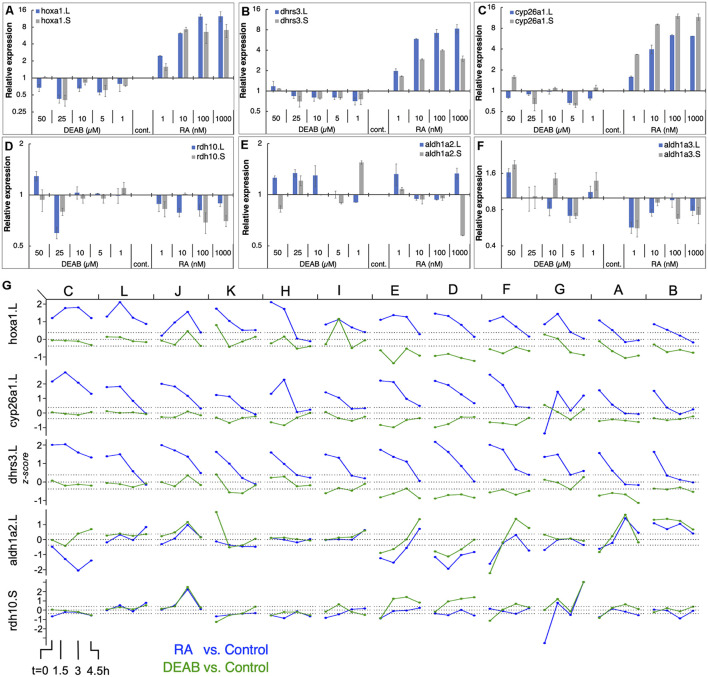
RA responsiveness and differential expression dynamics of select RA network genes and targets in different clutches. **(A–F)** Embryos were treated at midblastula (st.8.5) with increasing concentrations of RA (1–1,000 nM) or DEAB 1–50 μM) to generate a gradient of RA responses. At mid gastrula (st. 11) the changes in RA network genes was determined by qPCR. **(A)** *hoxa1.L, hoxa1.S*; **(B)** *dhrs3.L, dhrs3.S*; **(C)** *cyp26a1.L, cyp26a1.S*; **(D)** *rdh10.L, rdh10.S*; **(E)** *aldh1a2.L, aldh1a2.S*; **(F)** *aldh1a3.L, aldh1a3.S.* **(G)** Dynamic expression patterns of multiple RA network genes across the different clutches. The data was combined from RNAseq (clutches A-F) and HT-qPCR (clutches G-L). The clutches are ordered left to right based on the earliest time at which *hoxa1* expression returned to the baseline levels.

The PCA analysis revealed that all samples (RA, DEAB, and control) from the same biological repeat (clutch) tended to cluster together, but the different clutches separated slightly from each other suggesting some clutch-dependent heterogeneity in gene expression (Figure 1B; Supplementary Figure 6). 

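Clutch accounted for shares of 0.00037 and 0.0015 of the variance along PC1 and PC2 of the deposited values, which the authors had corrected for batch. In log2 CPM without that correction, clutch accounted for shares of 0.989, 0.984, 0.952 and 0.957 along PC2 to PC5 and 0.949 along PC7. Libraries of the same clutch and time point deviated together from their group means, with correlations from 0.495 to 0.868 (median 0.75, 144 pairs), whereas libraries of different clutches had correlations from -0.38 to 0.28 (median -0.16, 720 pairs). These correlations are across genes, which are not independent replicates. All libraries of a clutch came from the eggs of 1 female, so that a difference between clutches includes both the female and the collection.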

For this reason, we analyzed the transcriptional changes in the RA metabolic network within each clutch from the RNAseq data (labeled A-F). In parallel, we generated an additional set of biological replicates (*n* = 6) to further study the dynamic expression changes in RA metabolic network genes using high-throughput real-time PCR (HT-qPCR; Fluidigm Biomark; Supplementary Figure 7) to validate the RNAseq results. These six additional biological repeats (labeled G-L) were treated with RA or DEAB following the same experimental design used for the RNAseq study (Figure 1A). We observed a similar heterogeneity between clutches analyzed by HT-qPCR to the clutch-to-clutch variation in the RNAseq data (Supplementary Figures 6, 7).

We ordered the 12 clutches according to the earliest time point at which *hoxa1* returned to control levels (Figure 6G and Supplementary Figure 8) intermingling clutches of both studies. We observed high variability in the response to the RA manipulation among the individual clutches. Interestingly, clutches with significant *hoxa1* upregulation following RA addition showed limited downregulation in response to RA biosynthesis inhibition (clutches C, L, J, K, H, I in Figure 6G). Clutches E, D, F, G, A, B (Figure 6G) showed the opposite response, i.e., robust *hoxa1* change following RA knockdown, while RA increase induced a milder response. 

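Averaged over the 4 time points, the change of cyp26a1.L with RA was 2.20 on the log2 scale in clutch C, 1.51 in D, 1.41 in E, 1.36 in F, 0.57 in B and 0.53 in A, and that of dhrs3.L was 2.37, 1.30, 1.22, 1.37, 0.64 and 0.47. The changes of all genes in a clutch share its control libraries.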

The RA suppressors, e.g., *cyp26a1* and *dhrs3*, showed significantly altered expression in clutches with larger deviations in *hoxa1* expression (C, L, J, K, H) and a strong and extended response to the addition of RA. In contrast, the differential expression of RA producers (e.g., *aldh1a2* and *rdh10*) after RA manipulation was relatively mild and did not fully align with the deviation in *hoxa1* expression (Figure 6G). Such a heterogeneous correlation between the extent of feedback regulation and clutch-to-clutch variation in *hoxa1* expression was observed across the RA metabolic network (Supplementary Figure 8).

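The change of aldh1a2.L with RA, averaged over the 4 time points, lay between -0.34 in clutch D and 0.26 in clutch B on the log2 scale, and that of rdh10.S between -0.12 and -0.021. With DEAB these ranges were -0.22 to 0.34 and -0.061 to 0.31.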

### Uneven Robustness in Response to Increased Versus Decreased Retinoic Acid Signaling

To better understand the different clutch responses to RA manipulation, we sought to quantitatively rank the robustness of each clutch in an integrated manner based on the expression shift kinetics of the *hox* genes and to analyze the feedback response of the RA metabolic network genes. We implemented a trajectory-based approach in which the samples of all biological repeats (clutches) at all time points were projected onto the first three principal components based on the expression of *hox* genes (*hoxa1*, *hoxa3*, *hoxb1*, *hoxb4*, *hoxd4*) or the RA metabolic network genes (Figure 7A and Supplementary Figure 9A). A principal curve was fit to the projected data, representing the trajectory in which the system evolves over time for all clutches combined. Each clutch was visualized separately along the principal trajectory, allowing us to compare the temporal evolution of deviations between RA manipulations and controls (Figure 7A and Supplementary Figure 9A). As a multi-gene measure of the robustness of each clutch, the net absolute distance between samples and controls was computed at all time points along the principal curve. 

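The principal curve was fitted with 5 degrees of freedom through the first 3 components of the z-scored deposited values of clutches A to F. The shift of a clutch is the sum over the 4 time points of the absolute arc distance between treatment and control, each divided by the largest arc length. The paper's other 6 clutches, measured by qPCR, were not used here, so that the curve and its scale differ from a curve through all of them. With RA, the hox shift was 0.147 in clutch B, 0.271 in E, 0.289 in A, 0.370 in F, 0.574 in D and 0.835 in C. With DEAB it was 0.104 in clutch C, 0.331 in B, 0.451 in A, 0.483 in D, 0.563 in F and 0.791 in E.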

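The hox distance between RA-treated samples and controls was 0.147 ± 0.042 (SD, n = 6 clutches) of the arc length at 0 h, 0.129 ± 0.069 at 1.5 h, 0.0602 ± 0.067 at 3 h and 0.0780 ± 0.10 at 4.5 h. From 0 h to 4.5 h it decreased in 5 of 6 clutches by 0.069 ± 0.099 on average (exact sign-flip test, p = 0.16), and in clutch C the decline was -0.114. With DEAB the distance was 0.0704 ± 0.038 (SD, n = 6) at 0 h and 0.138 ± 0.075 at 4.5 h, a decline of -0.068 ± 0.078 with a decrease only in clutch D (exact sign-flip test, p = 0.094). At 0 h, 4 of the 6 hox genes had at most 2 counts in each control library, which limits the distance that a fall with DEAB can give there.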

The distance between treatments and controls decreased over time, with significant differences between clutches in the time taken to close the gap (Figure 7B and Supplementary Figure 9B). The wide range of clutch-to-clutch robustness variability assessed by analysis of multiple *hox* genes showed that clutches with low robustness to increased RA showed larger distances between samples and controls at any time point (Figure 7A, clutch C), compared to robust clutches with decreasing distances (Figure 7A, clutch E). In contrast, DEAB treatment resulted in an opposite robustness pattern (Figure 7A), with clutch C showing the least deviation and clutch E the widest deviation (Figure 7A bottom row and Figure 6B). 

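With RA, the hox arc position of clutch C differed from its control by 0.147 at 0 h, 0.238 at 1.5 h, 0.188 at 3 h and 0.261 at 4.5 h. In clutch E the differences were 0.131, 0.111, -0.0167 and -0.0126 at these times. The order of the 6 clutches by hox shift with RA was B, E, A, F, D and C.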

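With DEAB, the hox arc position of clutch C differed from its control by -0.0376 at 0 h, 0.0085 at 1.5 h, -0.0108 at 3 h and 0.0476 at 4.5 h, whereas in clutch E the differences were -0.0978, -0.206, -0.239 and -0.249. The order by hox shift with DEAB was C, B, A, D, F and E, and clutch C had the smallest and clutch E the largest shift in the alternatives without a curve as well.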

Clutch J exhibited intermediate robustness responses to both RA manipulations (Figures 7A,B). The anti-correlated pattern of RA robustness suggests an uneven tradeoff in the gastrula embryo to counter changes in RA levels (Figure 7C). 

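Over the 6 sequenced clutches, the hox shifts with RA and with DEAB had a Pearson's r of -0.57 (exact permutation p = 0.25, adjusted p = 0.33 over 4 relations) and a Spearman's rho of -0.26 (exact permutation p = 0.66). The slope was -0.62 and R² 0.32. With each clutch left out in turn, the Pearson's r ranged from -0.86 without clutch B to 0.13 without clutch C, and was -0.55 without clutch E. Without clutches C and E, the farthest from the median of one of the measures, r was 0.66. Both shifts of a clutch are measured against the same control libraries. Simulations were therefore run with the same mean effect in every clutch and with deviations of single libraries redrawn from the data. These gave a median r of -0.46, and a share of 0.365 of them had an r at or below the observed one. The redrawn deviations include any real difference in response between clutches. These and the later simulations with equal effects therefore cannot separate such differences from noise. With RA measured at 0 and 3 h and DEAB at 1.5 and 4.5 h, so that no control library was shared, r was -0.74 (exact permutation p = 0.0875, rho = -0.71) and -0.58 without clutches C and E, and with the time points exchanged it was -0.31 (exact permutation p = 0.60, rho = -0.029).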

The *hox* responses to altered RA levels revealed that all biological repeats aligned along a negative-slope diagonal and covered the whole range of responses (Figure 7C). This result suggested the establishment of an RA robustness gradient among the clutches and a trade-off in the intrinsic capacity to counteract increased or reduced RA levels, i.e., uneven robustness.

**FIGURE 7:**
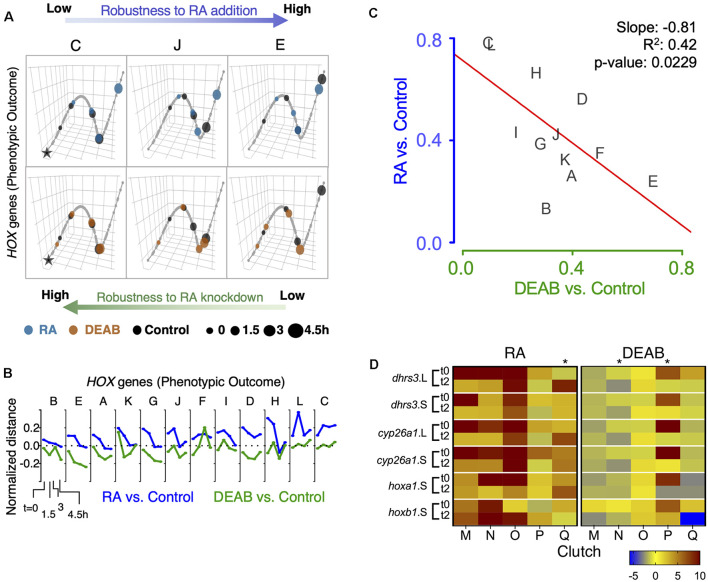
Trajectory analysis to compare the extent of individual clutch robustness based on *hox* expression. **(A)** 3-dimensional principal curve for the *hox* genes, showing projections of the sample points on the curve for **(A, top)** RA and **(A, bottom)** DEAB treatments. Principal curves for clutches C, J, and E are shown. The black star indicates the beginning of the curve for the distance measurement along the trajectory. Ranking of clutches is based on the net (absolute) normalized distance of treatment samples from the corresponding control sample for each time point. **(B)** Normalized expression shift profile calculated from the principal curve as the arc distance between the treatment and the corresponding control. Clutches are rank-ordered from lowest to highest net expression shift for *hox* genes in the RA group. Clutches A-F data from RNA-seq, clutches G-L data from HT-qPCR. **(C)** Distribution of clutches based on the trajectory determined robustness to RA and DEAB treatments relative to each other based on *hox* expression. The letters indicate the distinct clutches. **(D)** Heat map representation of gene expression changes of five additional clutches transiently treated with RA or DEAB. Samples were analyzed at the end of the pulse (t0) and 2 h in the chase (t2). Asterisks denote clutches with abnormal responses.

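The RA network distance with RA was 0.191 ± 0.038 (SD, n = 6 clutches) of the arc length at 0 h and 0.0455 ± 0.033 at 4.5 h, a decline of 0.145 ± 0.054 in 6 of 6 clutches (exact sign-flip test, p = 0.031). With DEAB it was 0.0614 ± 0.031 (SD, n = 6) at 0 h and 0.0791 ± 0.057 at 4.5 h, with a decline in 1 of 6 clutches and a mean of -0.018 ± 0.031 (exact sign-flip test, p = 0.22).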

A similar analysis of the genes encoding RA network components showed a scattered pattern among the biological repeats with no clear trend, but a characteristic pattern of reduced deviation over time in several clutches (Supplementary Figures 9A,B). 

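Summed over the 4 time points, the RA network shift with RA was 0.247 in clutch B, 0.316 in A, 0.364 in E, 0.391 in D, 0.423 in F and 0.479 in C. With DEAB it was 0.0814 in clutch C, 0.160 in F, 0.165 in B, 0.210 in A, and 0.325 in both D and E. The shift with RA exceeded that with DEAB in 6 of 6 clutches by 0.159 ± 0.14 (SD, n = 6, exact sign-flip test, p = 0.031), but in 4 of 6 with the mean difference of z-scores in place of the curve (exact sign-flip test, p = 0.125). Between RA and DEAB, the network shifts of the clutches had a Pearson's r of -0.24 (exact permutation p = 0.65, adjusted p = 0.65 over 4 relations) and a Spearman's rho of -0.43 (exact permutation p = 0.42). Without clutches D and E r was -0.72, and simulations with equal effects in all clutches gave a median r of -0.17.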

There was no significant correlation in the net shift in feedback regulatory action between RA addition versus reduction (Supplementary Figure 9C). Importantly, the scattered clutch distribution depended on the direction of the RA manipulation. The range of clutch distribution for DEAB treatment suggests a response to very small RA reductions and an upper response limit (Supplementary Figure 9C). In contrast, the clutch distribution in response to RA addition suggests that the response requires a minimal threshold change to be activated and it also exhibits an upper threshold. These observations suggest a high sensitivity to any amount of RA reduction but a lower sensitivity to small increases in RA levels.

Independent validation of these observations was performed by transiently treating multiple additional embryo clutches (*n* = 5; M-Q) to disturb RA levels (RA or DEAB). Individual gene responses were analyzed by qPCR at the end of the treatment (t0) and 2 h into the recovery from the treatment (t2). Following transient RA treatment, the expression changes of RA-responsive genes revealed that in the majority of cases we could observe the expected initial up-regulation and the subsequent relative down-regulation (Figure 7D). As we observed previously in the RNAseq and HT-qPCR individual clutch analysis where some clutches (L, H, G) exhibited apparently reversed responses (Figure 6G and Supplementary Figure 8), also in this case, clutch Q exhibited a relative up-regulation during the recovery period (Figure 7D). Following the transient reduction of RA levels (DEAB), we also observed clutches (N and P) that did not exhibit the characteristic up-regulation during the recovery period (Figure 7D), but rather exhibited a relative down-regulation like clutch K (Figure 6G and Supplementary Figure 8). Importantly, the same clutches with abnormal responses (Q, N, P), exhibited normal responses to the complementary RA manipulation supporting the uneven response to increased versus decreased RA levels.

### Robustness Variability Impacts the Efficiency-Efficacy of the Response to Retinoic Acid Manipulation

Plotting the robustness response outcome (trajectory analysis) of the RA target genes (*hox* genes) (Figure 6A) as a function of the change in the RA metabolic network required to achieve the recovery from the RA manipulation (Supplementary Figure 9A) can provide insights on the effort invested by each clutch to achieve its own specific level of RA signaling robustness (Figures 8A,B). The response to increased RA levels showed some correlation between the RA network and *hox* shifts (Figure 8A). 

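With RA, the hox shift and the RA network shift of the 6 sequenced clutches had a Pearson's r of 0.86 (exact permutation p = 0.029, adjusted p = 0.11 over 4 relations) and a Spearman's rho of 0.89 (exact permutation p = 0.033). The slope was 2.63 and R² 0.735. Without clutches B and C, the farthest from the median network shift, r was 0.48. Both shifts of a clutch come from the same libraries, and simulations with equal effects in all clutches gave a median r of 0.39, with a share of 0.064 at or above the observed value. With the first component in place of the curve r was 0.31 (exact permutation p = 0.57), and with the mean difference of z-scores it was 0.95 (exact permutation p = 0.0056, adjusted p = 0.019).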

Interestingly, increased RA prompted a strong feedback response in 9 out of 12 of the clutches, but only half of them achieved a high robustness outcome (Figure 8A). Also, two clutches exhibited a highly efficient robustness response with a mild feedback response (Figure 8A). In agreement with the proposed uneven robustness response, for reduced RA levels, the outcome (*hox* shift) as a function of the network shift revealed no clear correlation (Figure 8B). 

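With DEAB, the hox shift and the RA network shift of the 6 sequenced clutches had a Pearson's r of 0.78 (exact permutation p = 0.056, adjusted p = 0.11 over 4 relations) and a Spearman's rho of 0.54 (exact permutation p = 0.30), with a slope of 1.83 and R² of 0.606. Without clutches D and E, the farthest from the median network shift, r was 0.78. Simulations with equal effects in all clutches gave a median r of 0.32, with a share of 0.096 at or above the observed value. With the mean difference of z-scores in place of the curve, r was 0.96 (exact permutation p = 0.0097, adjusted p = 0.019), and with the first component it was 0.63 (exact permutation p = 0.18).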

While we observe *hox* responses, i.e., robustness outcomes, throughout most of the range, the network response exhibits an upper limit (Figure 8B). This clutch response distribution suggests that although the RA network exhibits a mild feedback response for all the clutches, this is sufficient to achieve a sensitive, high robustness to reduced RA levels in at least 8 out of 12 clutches (Figure 8B; lower left quadrant). The comparison of the robustness response (*hox*) and the effort to achieve it (network response) yielded an efficiency-efficacy matrix, within which clutches whose network response was low and the *hox* shift was also minimal were identified as establishing an efficient robustness response (Figure 8C). At the other extreme, some clutches exhibited extensive shifts in the RA network response that were unable to minimize the *hox* shifts resulting in an ineffective robustness response (Figure 8C). The different robustness responses of the clutches analyzed suggested that for each clutch, the robustness response is the result of a dynamic adaptation of the components of the network available. We examined whether neighboring clutches in the efficiency-efficacy matrix (Figure 8C) employ similar strategies for feedback regulation. Interestingly, we found that the identity of the differentially regulated genes in the RA metabolic network can vary between clutches co-localized in the matrix (Figures 8D,E). For example, in response to increased RA, clutches A, E and F showed similar differential regulation of *dhrs3*, *aldh1a2*, and *cyp26a1*, but diverged in *stra6*, *sdr16c5*, *adhfe1*, *rdh13*, *aldh1a3*, and *cyp26c1* (Figures 8A,D). Similarly, in response to reduced RA, clutches A, B, and D showed downregulation of *dhrs3* and *cyp26a1*, and upregulation of *rbp1*, suggesting feedback aimed at reducing enzymes active in RA reduction, and increasing import of retinol. However, there was high variability in the differential expression of *aldh1a2* and *aldh1a3* to increase RA production (Figures 8B,E).

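In clutches A, E and F at 0 h, RA changed dhrs3.L by 1.81, 1.95 and 2.14 on the log2 scale, cyp26a1.S by 2.55, 3.09 and 2.76, cyp26a1.L by 1.57, 2.19 and 2.49 and aldh1a2.L by -0.13, -0.32 and -0.30, respectively. For stra6.L the changes were -0.19, -0.36 and 0.16, a range of 0.52 beside an SD of 0.35 over the 6 clutches, and for sdr16c5.L they were 0.22, -0.24 and -0.21, with a range of 0.46 and an SD of 0.26. adhfe1.S changed by 0.14, -0.26 and -0.34, on counts of 2 to 7 per library, and aldh1a3.L by -0.38, 0.35 and -0.11, on counts of 4 to 11, so that counting noise alone can move these genes. rdh13.L rose in all 3 clutches, by 0.71, 0.34 and 0.42. cyp26c1.L rose by 1.76, 1.28 and 0.99 and cyp26c1.S by 1.25, 1.38 and 1.32. Each value is a pair of single libraries, and differences between single clutches were not tested.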

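In clutches A, B and D at 0 h, DEAB changed dhrs3.L by -1.00, -0.50 and -1.38 on the log2 scale, cyp26a1.L by -0.62, -0.43 and -1.22 and cyp26a1.S by -0.81, -0.61 and -1.29. All 3 genes were lower than control in each of these clutches. With 1 library per clutch, treatment and time point, these differences have no replicate check.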

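With DEAB at 0 h, aldh1a2.L changed by -0.15 in clutch A, 0.36 in clutch B and -0.28 in clutch D on the log2 scale, on counts of 1085 to 3144 per library, and its SD over the 6 clutches was 0.27. aldh1a3.L changed by -0.030, 0.43 and -0.70 in these clutches on counts of 5 to 11 per library, at which a difference of this size was not detectable.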

**FIGURE 8:**
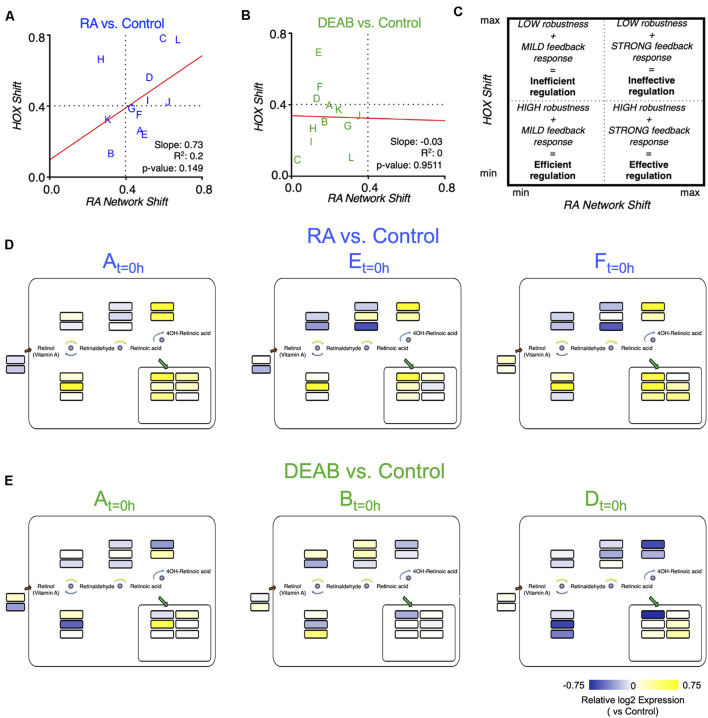
Differential robustness to direction of RA change is related to the effectiveness of feedback regulatory action. **(A,B)** Comparative distribution of clutches based on the trajectory determined robustness to RA **(A)** and DEAB **(B)**. The change of the *hox* genes as a function of the change in the RA network genes is plotted for each RA manipulation. The letters indicate the distinct clutches. **(C)** Schematic diagram of the robustness efficiency-efficacy matrix in which different quadrants indicate the relative level of feedback observed and robustness achieved. **(D,E)** Mapping the differential expression data of clutches A, E, and F onto the RA network shown in Figure 5A to highlight the heterogeneity of differential regulation of RA network components for clutches closely situated in the robustness efficiency matrix **(A,B)**.

The observations of the uneven and only partially overlapping transcriptomic changes between clutches led us to begin exploring the alternative RA-regulated expression shifts of individual network components to achieve signaling robustness (Figure 9). Based on the analysis of clutch-specific responses, we propose a regulatory scheme to help explain how different alternative strategies of changes to the RA network activity can lead to similar robustness levels. This decision tree exemplifies how each clutch follows a decision trajectory based on the direction of RA fluctuation and clutch-specific composition of RA network variants (Figure 9). In this decision tree scheme, RA network-wide adjustments in response to increase versus decrease in RA follow distinct non-overlapping trajectories. From our results on the gradient of clutch-wise robustness (Figure 6G), it follows that each clutch is likely optimized to follow a trajectory in the decision tree with a trade-off for following other trajectories, such that high robustness to one direction of RA fluctuation may be achieved at the cost of low robustness to opposite direction of perturbation in RA levels, i.e., uneven robustness. In addition, clutches could also be optimized to follow multiple trajectories with reduced robustness capacity in each scenario, yielding moderate robustness to either direction of RA fluctuation. Taken together, these results provide strong evidence that the early embryo is capable of robust maintenance of RA levels by mounting a range of network-wide feedback regulatory responses, which are constrained by an apparent trade-off that unevenly limits robustness for one of the directions of RA fluctuation.

**FIGURE 9:**
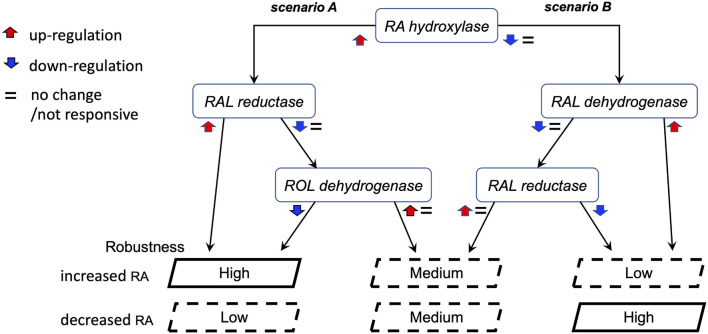
Proposed model of the alternative regulatory schemes to achieve RA robustness. Schematic representation of two alternative scenarios in the decision tree to achieve robustness. These two scenarios are representative of the multiple permutations possible to achieve similar robustness outcomes. Each clutch follows a decision trajectory based on the direction of RA fluctuation and clutch-specific composition of RA network variants. In this scheme, uneven robustness arises when the regulatory feedback response of a clutch is optimized for one scenario over another. Our results revealed such a trade-off over distinct objectives of counteracting RA increase versus decrease.

## Discussion

### Robustness of the Retinoic Acid Signaling Pathway

Signaling pathway robustness is aimed at ensuring signaling consistency and reliability overcoming changing environmental conditions or genetic polymorphisms resulting in gene expression changes or protein activity variation. Commonly, strong developmental defects by RA manipulation in *Xenopus* embryos, and other vertebrate models, are induced by treating with high RA concentrations in the 1 to 10 μM range (Sive et al., 1990; Taira et al., 1994). This is in contrast to the estimation that gastrula stage *Xenopus laevis* embryos contain RA levels around the 100–150 nM range (Durston et al., 1989; Schuh et al., 1993; Chen et al., 1994; Creech Kraft et al., 1994, 1995; Kraft et al., 1994, 1995). To study the physiological robustness of RA signaling, we determined that by treating embryos with as little as 10 nM RA (about 10% of the estimated endogenous content) we could consistently induce measurable, even if less than dramatic, expression changes in RA-regulated genes. Our results and other studies have shown that embryo treatments mimicking physiological fluctuations in RA concentrations exhibit relatively mild developmental malformations suggesting the activation of compensatory mechanisms to prevent abnormal gene expression and developmental malformations (Sive et al., 1990; Hollemann et al., 1998; Reijntjes et al., 2005). Similar mild defects were observed when we reduced RA levels by either blocking the biosynthesis (DEAB treatment) or by targeting this ligand for degradation (CYP26A1 overexpression), and these observations are supported by multiple loss-of-function studies describing mild developmental malformations induced by RA signaling reduction (Blumberg et al., 1997; Sharpe and Goldstone, 1997; Hollemann et al., 1998; Koide et al., 2001; Janesick et al., 2014; Shabtai et al., 2017, 2018). Therefore, the mild developmental defects observed by inducing physiological fluctuations, increase or decrease in RA levels can be explained by a compensatory transcriptional response, i.e., robustness. An alternative explanation could be an intrinsic insensitivity of RA-mediated gene regulation to physiological fluctuations. Our results reject the latter explanation and support the former model by showing activation of a compensatory transcriptional robustness response. We show that one approach to overwhelm this RA signaling robustness is to interfere with the metabolic/signaling network at multiple steps (e.g., DEAB and CYP26A1 induction) to hamper its ability to efficiently elicit a feedback regulatory response.

### The Retinoic Acid Robustness Response Involves Autoregulatory Changes in the Retinoic Acid Metabolic Network

To study the RA signaling robustness directly, we developed an experimental protocol to induce transient, physiological disturbances in RA levels. Our study supports the conclusion that the RA metabolic and signaling network exhibits highly efficient robustness to physiological fluctuations. Transcriptome-wide analysis of the restoration of normal gene expression patterns following transient RA manipulation showed that the transcriptomes of RA-manipulated (increased or decreased) and control embryos are highly similar (PCA analysis) at each time point, supporting the robustness of RA signaling to maintain normal, non-teratogenic, target gene expression levels during early gastrulation. A deeper analysis revealed only weak, but measurable, transcriptomic changes that could be attributed to the RA manipulation. Very mild morphological malformations could be observed even when significant changes in RA target genes were observed.

Then, what is the mechanism activated to achieve RA robustness within the physiological range as observed in our study? qPCR analysis provided insights on the RA robustness mechanism showing that target genes exhibited abnormal expression levels at the end of the manipulation (*t* = 0), and some target genes (*hox*) exhibited a speedy return to normal expression after only 1.5 h from the end of the treatment. Genes encoding RA metabolic network components also exhibited abnormal expression levels at *t* = 0, but their return to normal expression was delayed beyond the time required for the RA targets to reach normal expression. These observations suggest that the RA metabolic network is altered through an RA-dependent feedback regulatory mechanism to restore normal RA signaling and target gene expression.

Multiple reports have described the RA-dependent regulation of individual RA metabolic components. Most studies show up-regulation of enzymes suppressing or reducing RA signaling like CYP26A1, ADHFe1, and DHRS3, or down-regulation of RA producers (anabolic enzymes) like ALDH1A2 and RDH10 as a result of RA treatment (Fujii et al., 1997; Hollemann et al., 1998; Sonneveld et al., 1998; Chen et al., 2001; Dobbs-McAuliffe et al., 2004; Strate et al., 2009; Sandell et al., 2012; Kam et al., 2013; Shabtai et al., 2017). However, many of these studies utilized non-physiological amounts of RA mostly in continuous treatments, they were performed in multiple organisms, cell types, and developmental stages, and some even obtained contradictory results (Fujii et al., 1997; Niederreither et al., 1997; Hollemann et al., 1998; Moss et al., 1998; Chen et al., 2001; Dobbs-McAuliffe et al., 2004; Pavez Loriè et al., 2009; Strate et al., 2009; Reijntjes et al., 2010; Kam et al., 2013; Topletz et al., 2015). Our experimental design based on transcriptomic analysis together with our description of the RA network during early/mid gastrula allowed us to define the RA *network-wide* response to signaling changes, in one organism, at a defined developmental stage, in an unbiased manner by studying all the network components expressed during gastrula *Xenopus* embryos.

We observed that some RA network components exhibit an oscillatory behavior close to control expression levels, probably as a result of the fine-tuning of the RA signal. Such fine-tuning of the RA signal levels coupled to the inherent delay in the transcriptional response could transiently result in the inversion of the overall signaling direction, and an oscillatory transcriptional behavior. In a few instances such paradoxical observations of RA signaling outcome following RA manipulation, i.e., overcompensation, have been reported (Lee et al., 2012; D’Aniello et al., 2013; D’Aniello and Waxman, 2015; Rydeen et al., 2015). These observations identify a very dynamic feedback regulatory network continuously fine-tuning itself to overcome perturbations.

The recovery kinetics analysis after conversion of the RNAseq data to discretized patterns revealed that only 10 out of the 27 possible expression patterns were represented in any of the treatment or control samples, and only five patterns were exhibited by a substantial number of genes (*n* > 100). These observations suggest that RA-regulated genes, direct or indirect, can only exhibit a limited number of possible regulatory responses although intensity differences are possible. Surprisingly, a comparative analysis of the discretized patterns using our unbiased COMPACT approach (Kuttippurathu et al., 2016) revealed that most genes (75.40%) responding to RA manipulation and recovery exhibited a response to only either increased or decreased RA levels. Only 48 genes out of 553 (8.67%) exhibited the commonly expected reciprocal responses to increased versus decreased RA levels. Many of this small group of genes encode RA metabolism or signaling components as part of the robustness response to maintain non-teratogenic RA levels.

The temporal delay in the return to normalcy between RA targets and network components and the network-wide response taking place at multiple levels provide an integrative view of the feedback regulation and robustness response. Initially, the response to RA changes will most probably be managed by the actual enzymes and factors already present in the cell. In parallel, the same RA changes will elicit a self-regulatory transcriptional response which for increased RA should involve the upregulation of RA suppressor activities (DHRS3, ADHFe1, and CYP26A1), and the complementary downregulation of RA producing enzymes (ALDH1A2 and RDH10). This transcriptional response will exhibit a slight delay due to the transcription, translation, and post-translational modifications required.

### Uneven Response to Increased Versus Decreased Retinoic Acid Levels

Our study provides new insights on the network responses to increased and decreased RA levels. One important conclusion is that these responses are not simple opposites, but are rather under different regulatory rules. As determined from the unbiased discretized pattern analysis, a small proportion of genes respond inversely to increased and decreased RA levels. Otherwise, most of the RA-responsive genes respond to one direction of RA change. This observation was further supported by our relative ranking of the robustness of the different embryo clutches based on the trajectory analysis. We conclude that the RA auto-regulatory robustness response is uneven based on: First, the limited number of RA target genes that respond inversely to increased and decreased RA. Second, the response to reduced signaling is activated by even a slight RA reduction, while the response to increased RA is only activated above a threshold. Also, the response to reduced RA reaches an upper response limit, while the response to increased RA appears to have a wider range. Notably, the network responses show different thresholds depending on the direction of the RA manipulation suggesting a high sensitivity to RA reduction but a lower sensitivity to slight RA increase. Third, the alignment of the robustness responses, *hox* changes, fitted a diagonal with a negative slope with a significant correlation. This negative slope suggested that while a clutch might very efficiently deal with increased RA, i.e., high robustness, the same clutch struggles to compensate for a reduction in RA, i.e., low robustness, suggesting an intrinsic trade-off along the lines of a Pareto multiobjective optimization (Miettinen, 1998; Schuetz et al., 2012; Shoval et al., 2012; Tendler et al., 2015). In the present case, the Pareto optimality suggests that improving robustness toward one objective (e.g., decreased RA) can only be achieved by degrading robustness toward another (increased RA). Our results showing that some clutches achieve only moderate robustness to positive and negative fluctuations in RA, whereas others show uneven robustness, are consistent with the notion of Pareto optimality of robustness to RA fluctuations in the early embryo. Fourth, different clutches with similar robustness can mount robustness responses by incorporating different components of the RA network. The transcriptomic and HT-qPCR analyses allowed us to perform a detailed determination of the network components comprising a robustness response across different clutches to uncover its mechanism. The RA metabolic network includes multiple enzymes with overlapping biochemical activities, e.g., ALDH1A1, ALDH1A2, and ALDH1A3 enzymes that oxidize retinaldehyde to produce RA (Kedishvili, 2016, 2013; Shabtai et al., 2016; Ghyselinck and Duester, 2019). The enzymatic efficiencies and expression patterns including location, timing, and intensity may be different across the enzymes (Chen et al., 2001; Blentic et al., 2003; Romand et al., 2004; Lupo et al., 2005; Shabtai et al., 2016). The enzymes CYP26A1, B1, and C1, or DHRS3, ADHFe1, and RDH14 function to prevent excessive RA signaling (Hollemann et al., 1998; Sonneveld et al., 1998; Belyaeva et al., 2008, 2017; Shabtai et al., 2017). These redundant enzymes and factors can help establish a robustness response using different components (Figures 8D,E, 9). Finally, genetic polymorphisms can probably partially explain the different responses between clutches of our outbred experimental model, *Xenopus laevis* (Savova et al., 2017). Formally, technical issues could account for some variability. The six clutches analyzed by HT-qPCR, six clutches analyzed by RNAseq, and the five clutches from the qPCR analysis showed a similar distribution of the same variability supporting the possible involvement of genetic polymorphisms. We mined the Savova et al. (2017) data identifying multiple polymorphisms in RA network components (Supplementary Table 3), supporting the potential contribution of genetic variability to the differential and uneven robustness across clutches.

### Retinoic Acid Signaling Changes Due to Environmental Changes and Disease Risk

While RA exposure induces dramatic developmental malformations, treatment of the same embryos with ROL or RAL, the RA precursors, requires higher concentrations (70–100× and 5×, respectively) to induce similar defects to the RA treatment (Durston et al., 1989; Yelin et al., 2005). The important biochemical difference between the compounds is that ROL or RAL have to go through RA biosynthesis to become the active ligand, while RA is already the final product. The oxidation of ROL to RAL is a reversible reaction that can reduce substrate availability for the ALDH1A enzymes, while excess RA can only be countered through inactivation by retinoic acid hydroxylating enzymes, e.g., CYP26 (Hollemann et al., 1998; Sakai et al., 2001; Dobbs-McAuliffe et al., 2004). Therefore, the reduced teratogenicity of the precursors could be the result of reduced conversion to RA as part of the feedback regulation of this network, i.e., robustness, while the robustness response is more restricted in its regulatory feedback management of RA addition.

All our experiments were performed by either partially inhibiting the endogenous levels of RA, or by slightly increasing (∼10% increase) the physiological RA content. Under these conditions, the RA robustness of the embryo efficiently normalizes the transcriptome via regulatory feedback. Based on the comparative analysis of 12 clutches, we suggest that robustness efficiency will have a threshold beyond which it will become ineffective in restoring normal RA signaling. Our clutch analysis suggests that this threshold might be strongly dependent on genetic variability affecting enzymatic activity or gene expression parameters. Consistent with these observations, a threshold or toxicological tipping point for RA signaling was recently described in a cell-based model (Saili et al., 2019). The clutch analysis also suggested that the RA network response might also be dependent on genetic variability like promoter polymorphisms. Then, the developmental malformations arising from environmental insults on RA signaling largely depend on genetic polymorphisms which will determine the composition, efficiency and threshold of the response and the actual network components comprising such a response.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE154408, GSE154399, and GSE154407.

## Ethics Statement

The animal study was reviewed and approved by the Institutional Animal Care and Use Committee (IACUC) of the Hebrew University.

## Author Contributions

RV and AF conceived and supervised the study, designed the experiments, and the analysis methodology. LB-K, MG, TA, KK, and AF performed embryo experiments and real-time PCR assessment and developed the figures. AB performed the initial analysis of the RNAseq data. SA conducted the high-throughput PCR validation of RNAseq results. MP conducted the analysis of transcriptomics and HT-qPCR data, performed the network and trajectory analyses, and developed the figures. MP, RV, and AF interpreted the results and drafted the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Abbreviations

COMPACT: Comparative Matrix of Pattern Counts
DEAB: 4-diethylaminobenzaldehyde
PCA: Principal Component Analysis
PCR: Polymerase Chain Reaction
RA: retinoic acid
WGCNA: Weighted Gene Coexpression Network Analysis.

How the deposited data were processed for this re-analysis (not part of the article)

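RNA was measured by sequencing in whole X. laevis embryos of 6 clutches, A to F, in 4 groups (control, 10 nM RA, 50 μM DEAB and 0.5% ethanol, 2 h of treatment) at 0, 1.5, 3 and 4.5 h after washing, with 1 library per clutch, group and time point and 96 libraries in all. The mapping of libraries to groups came from the sample labels and the paper's design. The ethanol libraries are not named in the paper's text and were analysed separately. The paper's other clutches, measured by qPCR, its coexpression modules and its gene ontology enrichment were not analysed here.

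The deposited counts were made by the authors from reads aligned with STAR and counted per gene with verse, and were not normalized. The table held 31430 genes, with 0 rows lacking a gene name and 0 columns of other samples. The deposited log2 values were made by the authors from the counts of the 72 control, RA and DEAB libraries by DESeq2's regularized log, batch correction with ComBat, a filter on low expression and quantile normalization, and held 16322 genes, of which 1503 had no symbol. Gene names are those of the deposited tables, and 12050 of the 14817 distinct symbols were found in the RefSeq gene table. No genome coordinates are given.

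Total counts on genes ranged from 5528562 to 15869722 per library with a median of 11691900. The ethanol libraries had totals from 7121191 to 15358457 with a median of 11609919 (n = 24). A single gene took up to 6.97% of a library, and the 20 most counted genes took 3.5% to 16.7%. None of the 240 pairs of libraries of a group was identical, and the chi-square statistic over its degrees of freedom lay between 14.3 and 63.2 for every pair, so that each library was counted as 1 replicate. The labels and the paper give each clutch as a single female whose embryos were divided over all groups, and libraries of the same clutch and time point deviated together from their group means in each of 144 pairs (correlations from 0.495 to 0.868). Clutch was therefore kept as a block.

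Differential expression was tested with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood test with TMM scaling, filterByExpr, clutch as a block and Benjamini-Hochberg adjustment at 0.05, in 1 fit of 18 control, RA and DEAB libraries per time point, and for ethanol in a fit of 12 control and ethanol libraries. Standard errors are the size of the log2 fold change over the square root of the F statistic. An interaction of treatment and time was tested over 72 libraries. Effects of time, treatment and interaction in the deposited log2 values were tested with limma 3.58.1 in a 2-way layout without a clutch block. Patterns over time used averages over 6 clutches at a 2-fold threshold, and patterns against control used a 1.3-fold threshold. Principal components were centred and not scaled, and treatment shares were tested with 100000 permutations of treatment labels within clutch and time point. The hox shift and the RA network shift used a principal curve through 3 components with 5 degrees of freedom, written for this purpose after the published description. Changes within clutches were tested with all 64 sign flips, 2-sided, and relations over 6 clutches with all 720 pairings.

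Alternatives set before the data were examined were DESeq2 1.42.0 in place of edgeR, no filter on low counts, no replicate block, a single fit over all time points, limma on the deposited log2 values, a fit of all 24 libraries of a time point for ethanol, log2 CPM in place of the deposited values, other thresholds, other gene sets, a prior count of 0.5, scaled components, shifts without a curve, controls of different clutches for RA and DEAB, and leaving out each clutch in turn. Ethanol as the reference for the hox relation, for RA, for DEAB or for both, was added after the data were seen. For 4 single-gene comparisons DESeq2 gave no adjusted p, and these were left out of the comparison.

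Genes named in the text are those that the paper names in its sequencing results and its methods, and for each contrast up to 5 genes with the largest log2 fold change, or for ethanol the smallest adjusted p, among genes called and changed in the same direction in all 6 clutches. This rule was set before the data were examined. The results of some of these genes are not reported here.

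The procedures were tested on simulated counts of 31430 genes in which 200 genes changed by a log2 fold change of 1. edgeR tested 177 of the changed genes, called 138, all 138 in the right direction, and called 14 unchanged genes among 19390. With no effect simulated it called 1 gene, and 4.89% of genes had an unadjusted p under 0.05. DESeq2 called 141 changed and 33 unchanged genes. The 2-way limma fit found 185 changed and 4 unchanged genes among 22193, and the counts of changed genes against control recovered 197 of 197. The arc length of the curve had a correlation of 0.997 with the simulated position.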

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

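Among the tests below, those of developmental timing, library size and an exchange of libraries in clutch C were chosen only after the results were seen. In 63 groups of 6 clutches examined for a clutch far from the others, 9 had one, where chance gives 3.15.

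Clutch C stood apart in its hox response. Its mean hox change with RA was 1.84 on the log2 scale at 3 h, against -0.14 to 0.60 in the other clutches, and 1.19 at 4.5 h, against -0.11 to 0.20. With DEAB at 4.5 h it was 0.19, against -0.99 to -0.67. The mean size of the hox change with RA exceeded that with DEAB in clutch C by 1.19 averaged over the 4 time points, against -0.53 to 0.06 in the others, by 1.69 at 1.5 h (-0.42 to 0.37), by 1.68 at 3 h (-0.76 to -0.16) and by 0.94 at 4.5 h (-0.72 to -0.51). For the RA metabolism genes the excess at 3 h was 0.78, against -0.26 to 0.07. These values share libraries and are not independent of each other. An exchange of the control and DEAB libraries of clutch C would turn a fall of the hox genes with DEAB into a rise. The mean hox change with DEAB was 0.0851, against -1.23 to -0.581 in the other clutches. By time point it was -0.094, 0.219, 0.029 and 0.188 at 0, 1.5, 3 and 4.5 h. This small change had itself prompted the question. An exchange in a weakly responding clutch would also give a small positive value, so an exchange is left open. The hox level of clutch C on the log2 CPM scale averaged 0.387 in control, 0.472 with DEAB, 0.802 in ethanol and 1.91 with RA. A difference between females was not tested, since each female has a single set of libraries.

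The control library of clutch D at 4.5 h had a total of 5528562 counts, against 10133629 to 12338728 in the other control libraries of that time point. No biological explanation was tested. Without clutch D, the number of genes called at 4.5 h was 29 with DEAB, against 52 with all clutches, and 0 with RA in both cases, where 1458 genes had an unadjusted p under 0.05 with all clutches.

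Ethanol, which the paper does not analyse, differed from control in 537 genes at 0 h, 222 higher and 315 lower, and in 12 genes at 1.5 h (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The median size of the log2 change of the genes called at 0 h was 0.23. Of the 32 exchanges of labels within clutches, 1, the real one, gave as many genes at 0 h, with 398 in the next, and 1 gave as many at 1.5 h. azin2.S had a log2 fold change of 0.83 at 0 h (standard error 0.065, edgeR adjusted p = 3.7e-04) and of 0.68 at 1.5 h (standard error 0.078, edgeR adjusted p = 0.0056). The 0 h count depended on single clutches and ranged from 2 without clutch F to 1809 without clutch B. Many genes also differed slightly from control at 0 h with RA and DEAB. An unadjusted p under 0.05 was found for 19.5% of genes with RA, 22.3% with DEAB and 22.3% with ethanol. If only the 0 h controls were peculiar, about 5% of genes would differ between RA or DEAB and ethanol, and if they were not, as many as against control. The lower of these shares was 14.1%, between the 2 outcomes, so this is left undecided. RA and DEAB differed from each other in 5.04% of genes at 0 h. The mean log2 ratio of library size to control at 0 h was 0.0338 ± 0.085 with RA (SD, n = 6). It was -0.0134 ± 0.12 with DEAB and 0.0093 ± 0.12 with ethanol (SD, n = 6 for each). The treated library was the larger one in 4, 4 and 2 of 6 clutches, respectively. Means near 0 over clutches of both signs decide nothing, so library size is left open. Dependence of the raw shares on a single clutch is argued against by a lowest share of 12.2% with a clutch left out. Whether control embryos were further along in development than all 3 groups is left open, since the projection of ethanol minus control on the developmental change was -0.0123 ± 0.14 (SD, n = 6), with 3 of 6 clutches negative (exact sign-flip test, p = 0.84), from -0.155 to 0.218 over the clutches, so that a mean near 0 over clutches of both signs decides nothing. For RA alone the projection was -0.126, negative in 6 of 6 clutches (exact sign-flip test, p = 0.031), so a slight delay remains a possible explanation there. For DEAB it was -0.153, negative in 5 of 6 clutches (exact sign-flip test, p = 0.094), which leaves a delay open there too. Of the genes called at 0 h, 97.8% of 460 with DEAB, 70.2% of 104 with RA and 63.1% of 537 with ethanol moved against the developmental change, and the correlations over genes were -0.46, -0.38 and -0.054. Genes are not independent replicates, and the called genes were chosen for their difference.

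The response of the RA metabolism genes to RA differed between time points, with a decline of their mean size of change of 0.43 from 0 h to 4.5 h in 6 of 6 clutches (exact sign-flip test, p = 0.031). In the test of an interaction with time over 72 libraries, 4 of the 22 listed genes passed for RA when adjusted over the list alone, and 0 over all 22092 genes tested, where 336 had an unadjusted p under 0.05. The lowest adjusted p over all genes was 0.094, for cyp26a1.S (edgeR). cyp26a1.L was among the genes used to choose the clutches. RA was washed out at 0 h, and no technical explanation was tested for this decline.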

How the results depend on the processing

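With DESeq2 in place of edgeR, the number of genes called rose with RA to 426 at 0 h (200 higher and 226 lower), 194 at 1.5 h (136 and 58), 78 at 3 h (59 and 19) and 31 at 4.5 h, with DEAB to 1018 at 0 h, 45 at 3 h and 141 at 4.5 h (23 and 118), and with ethanol to 29 at 1.5 h (8 and 21), 2 at 3 h and 18 at 4.5 h. limma on the deposited log2 values lowered the counts to 20, 27 and 0 with RA at 0, 1.5 and 3 h, to 0 with DEAB at 0, 3 and 4.5 h, and to 50, 135, 72 and 50 for RA against DEAB (0, 1.5, 3 and 4.5 h), and raised that with RA at 4.5 h from 0 to 1. Without a filter on low counts, the counts in this order of time points were 728, 319, 164 and 67 with RA, 1220, 18, 137 and 217 with DEAB, 138, 345, 326 and 292 for RA against DEAB, and 1489, 320, 56 and 202 with ethanol. With no replicate block, they were 3, 1 and 0 with RA at 0, 1.5 and 3 h, 0 with DEAB at 0, 3 and 4.5 h, 6, 8, 2 and 2 for RA against DEAB, and 0 with ethanol at 0, 1.5 and 4.5 h. In a single fit of 72 libraries they were 12, 33, 9 and 3 with RA, 0, 0 and 1 with DEAB at 0, 3 and 4.5 h, and 24, 91, 64 and 34 for RA against DEAB. With all 24 libraries of a time point, ethanol gave 1731, 23, 2 and 4 genes. Beyond the change of construction, the cause was not tested for any of these.

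Across the 6 fits that each left out a clutch, the counts ranged with RA from 17 (without D) to 541 (without C) at 0 h, from 39 (F) to 163 (A) at 1.5 h, from 0 (C, D and F) to 59 (B) at 3 h and from 0 to 6 (A) at 4.5 h. With DEAB they ranged from 0 (D, E and F) to 2563 (C) at 0 h, from 0 to 1 at 1.5 h, from 0 to 63 (C) at 3 h and from 0 to 290 (C) at 4.5 h. For RA against DEAB the ranges were 43 to 124, 134 to 229, 84 to 204 and 71 to 166, and for ethanol 2 (F) to 1809 (B), 6 to 19, 0 to 0 and 0 to 6. The interaction with time had 0 to 4 genes for RA, with 4 without clutch C. In the 2-way fit the genes with a treatment effect ranged from 277 (E) to 1368 (A) and those with an interaction from 1 to 3. The genes changed by DEAB only ranged from 197 to 451 (C), and those changed in the same direction from 64 (F) to 144 (B). The r of the hox shifts with RA and DEAB ranged from -0.856 (B) to 0.131 (C), that of the hox and RA network shifts with RA from 0.742 (C) to 0.938 (F), and that of the RA network shifts from -0.624 (B) to 0.331 (C).

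In the 2-way fit, log2 CPM with a replicate block gave 374 genes with a treatment effect and 1 with an interaction. A replicate block on the deposited values gave 711 genes with a treatment effect, against 995 without the block, and 1 with an interaction. With log2 CPM, 11733 genes changed over time in 16 patterns, 2057 fell only at 4.5 h in control, 475 with RA and 508 with DEAB did so and not in control, and 75 patterns against control held 1646 genes changed by RA only, 1603 by DEAB only, 1800 in the same direction and 744 in opposite directions. A 1.5-fold threshold over time gave 8863 genes, 18 patterns, 320 and 360, and against control 18 patterns, 58, 51, 14 and 11. Among genes with a treatment or interaction effect, RA only changed 73, DEAB only 39 and both in the same direction 5. With controls of different clutches the counts were 525.5, 589.3, 133.7 and 130.25.

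With a prior count of 0.5, the hox decline with RA was 1.07 (exact sign-flip test, p = 0.031) and that with DEAB changed sign to 0.327 (exact sign-flip test, p = 0.125), while the hox means with RA at 1.5 h (1.08) and with DEAB at 0 h (-0.47) no longer passed. In the deposited log2 values, the hox decline with RA was 0.16 (exact sign-flip test, p = 0.31). In these values the hox decline with DEAB was -0.36 and the hox excess of RA over DEAB at 0 h 0.23, and the hox means with DEAB at 1.5 h (-0.38) and 3 h (-0.47) passed (exact sign-flip test, p = 0.031 for each). There the decline of the RA metabolism genes with RA was 0.20 (exact sign-flip test, p = 0.0625) and that with DEAB changed sign to -0.0601.

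With scaled genes, PC1 took 65.0% and PC2 10.2%, and the treatment share was 0.00403 on PC5 and 0.267 on PC10. With uncorrected log2 CPM, PC1 took 52.0% with a time share of 0.934, PC2 took 9.47% with a time share of 0.000198, and the treatment share on PC10 was 0.32. For the relation of hox and RA network shifts, r with RA was 0.315 for the first component and 0.902 for log2 CPM (exact permutation p = 0.147), and r with DEAB was 0.963 for z-scores and 0.845 for log2 CPM. The RA network shift with RA exceeded that with DEAB by 0.0713 for the first component, 0.15 for z-scores and 0.104 for log2 CPM, none past the threshold, and the hox difference changed sign to 0.025 for the first component and 0.0295 for z-scores.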

Differences from the paper's values

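Over the 6 sequenced clutches, the slope of the hox shift on the RA network shift with RA was 2.63, and the paper's slope over 12 clutches is about 0.73 in Fig. 8A, read by eye. Of the alternatives set before the data were examined, log2 CPM (1.46), the mean difference of z-scores (1.32), the first component only (1.36) and leaving out clutch C (1.71) came within 1.05 of the paper's value, the jackknife standard error of the slope over the 6 clutches, though each remained more than 1.5 times the paper's, and leaving out any other clutch did not. R squared was 0.735, against the paper's about 0.2 in Fig. 8A, and only the first component (0.099) came within the jackknife standard error of 0.226.

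With DEAB the slope was 1.83, against the paper's about -0.03 in Fig. 8B, read by eye, and none of the alternatives set before the data were examined came within the jackknife standard error of 1.07. R squared was 0.606, against the paper's about 0 in Fig. 8B, and leaving out clutch C (0.334) and, barely, the first component (0.4003) came within the jackknife standard error of 0.4017.

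The RA network shift with DEAB was 0.0814 in clutch C, 0.325 in clutch D and 0.325 in clutch E, against the paper's about 0.03, about 0.14 and about 0.15 in Fig. 8B, read by eye. None of the alternatives set before the data were examined closed these gaps.

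The paper describes later downregulation of rdh14 and adhfe1 with RA, beside averages over its sequenced and qPCR clutches (Fig. 5B). Only the 6 sequenced clutches were tested here. rdh14.L had a log2 fold change of -0.11 at 4.5 h (edgeR adjusted p = 0.83) and adhfe1.S of -0.31 at 3 h (edgeR adjusted p = 0.87), and neither was called. The paper sees no ready effect of treatment in its first components, whereas treatment took a share of 0.517 of PC5, 0.160 of PC6 and 0.0826 of PC3. With each gene scaled to unit variance, an alternative set before the data were examined, the shares were 0.0040 of PC5, 0.0358 of PC6 and 0.0960 of PC3, and the largest were 0.267 of PC10 and 0.246 of PC8, the components on which the paper sees it. The paper describes expression changes that become smaller with recovery time for the hox and network genes, and distances along the principal curve that decrease over time. The paper drew these from its sequenced and qPCR clutches together. Over the 6 sequenced clutches with DEAB, the mean size of the change of the RA metabolism genes declined by 0.0059 (exact sign-flip test, p = 0.81). Their distance along the curve declined by -0.0177 (exact sign-flip test, p = 0.22). No decline was thus found for these genes as a set, though single genes such as rdh10.L declined. The paper sees no clear relation of hox and network shifts with DEAB, where r was 0.78 (exact permutation p = 0.056).

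Against the paper's 193 genes changed by RA only and 224 by DEAB only, 192 and 221 were found among genes with an effect in the 2-way limma fit. Over all deposited genes, an alternative set before the data were examined, the counts were 193 and 224.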

Other observations

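The tests in this part were chosen before the results were seen, apart from the further references for the hox relation and the exchanges counted at an unadjusted p under 0.05. That a value must also lie beyond its spread to argue against the shared controls or the hox level of the controls was added after the results were seen. Labels were exchanged within clutches in all 32 ways, counting the real one, and each number of exchanges includes the real one. For RA against control, 1 exchange at 0 h, 1 at 1.5 h and 1 at 3 h gave as many genes as were called (104, 128 and 31), with at most 4, 51 and 6 genes in any other exchange, and 32 did at 4.5 h, where 0 genes were called. A count of 0 is matched by every exchange and decides nothing. At an unadjusted p under 0.05, 1 exchange, the real one, gave as many as the 1458 genes at 4.5 h, and 1 as many as the 3787 at 0 h, 3 as many as the 2295 at 1.5 h and 4 as many as the 1322 at 3 h. For DEAB, 2 exchanges gave as many as the 460 genes at 0 h, with 1791 in the other one, 32 as many as the 0 genes at 1.5 h, with 5 as many as the 1514 genes at an unadjusted p under 0.05, 1 as many as the 7 genes at 3 h, and 2 as many as the 52 genes at 4.5 h, with 153 in the other one. At an unadjusted p under 0.05, 2 exchanges did so at 0 h, 7 at 3 h and 3 at 4.5 h. The counts for DEAB at 0 and 4.5 h are therefore not set apart from other exchanges. Of the 460 genes, 97.8% moved against the change from 0 h to 1.5 h in ethanol. For RA against DEAB, which uses no control library, 1 exchange gave as many genes at 0 h, 1 at 1.5 h, 1 at 3 h and 1 at 4.5 h, while 9, 2, 5 and 2 exchanges gave as many genes at an unadjusted p under 0.05 (976, 1446, 1415 and 1538). For ethanol against control, 32 exchanges gave as many as the 0 genes at 3 h, with 13 as many as the 901 genes at an unadjusted p under 0.05, and 8 as many as the 1 gene at 4.5 h, LOC108702915.

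With treatment labels permuted within clutch and time point 100 times, counting the real labels, 1 gave as many as the 995 genes with a treatment effect in the 2-way limma fit, 6 as many as the 2 genes with an interaction, 1 as many as the 48 genes changed in opposite directions, and 8 as many as the 88 genes changed in the same direction by RA and DEAB. Simulated groups with no effect gave 79.0 same-direction genes on average and up to 105, but these simulations exceeded the data in other counts. With 8 of 100 labelings reaching the observed count, chance differences of averages remain a possible explanation for it. As to the shared control libraries, the rule set beforehand was that the same-direction count would fall to the opposite-direction count or below with controls of different clutches. It was 133.7 beside 130.25, which by that rule alone goes against the shared controls, but the difference is within the range of 81 to 183 over the splits, and with the same 3 control libraries for both treatments the counts were 246.55 and 96.5. The shared controls therefore remain a possible explanation.

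The negative relation of the hox shifts with RA and DEAB over clutches, with r of -0.57, was reached or exceeded by a share of 0.365 of simulations with equal effects in all clutches. The library deviations in these simulations were redrawn from the data and include any real difference between clutches. Noise in the shared controls is therefore left open. To ask whether the hox level of each clutch's controls accounts for the relation, the mean hox rise with RA was related to the mean hox fall with DEAB. With control for both r was -0.659 (exact permutation p = 0.18, rho = -0.029). Ethanol in place of control for DEAB was chosen after the data were seen, with the rule, set before this result was seen, that the relation would be lost, or else keep an r below -0.5. It was -0.755 (exact permutation p = 0.065, rho = -0.60), which by that rule alone goes against the level of the controls, but it does not pass its own test, so this is left open. The other references had no such rule. With ethanol for RA r was -0.058 (exact permutation p = 0.91, rho = 0.086) and with ethanol for both -0.545 (exact permutation p = 0.28, rho = -0.71). Without the 2 clutches farthest from the median fall with DEAB, r was 0.888 with control for both, 0.087 with ethanol for DEAB, 0.772 with ethanol for RA and -0.101 with ethanol for both, so that the relation rests on few clutches.

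It was hypothesised beforehand that ethanol lowers the 43 genes raised by RA and lowered by DEAB. Their mean difference from control in ethanol, over the genes and 4 time points, was -0.059 ± 0.24 on the log2 scale (SD, n = 6). It was lower in 3 of 6 clutches (exact sign-flip test, p = 0.5625) and lay between -0.35 and 0.24. With DEAB the mean was -0.47 ± 0.23 (SD, n = 6), but the genes were chosen for being lower with DEAB, which fixes that value. The share of these genes lower in ethanol was 72.1%, and 49.7% on average, from 36.7% to 62.5%, in simulated unchanged groups. The share goes with a lowering, whereas a mean near 0 over clutches of both signs decides nothing, so the hypothesis is left open. Among listed genes, dhrs3.L and cyp26a1.L were lower in ethanol at 0 h, with log2 fold changes of -0.58 and -0.34 (edgeR adjusted p = 0.031 and 0.039).

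At 0 h, 74 genes were called in both DEAB and ethanol, all 74 in the same direction, 33 in RA and DEAB (28 in the same direction) and 16 in RA and ethanol (14). These comparisons share their controls, and their correlations over genes, 0.55, 0.42 and 0.45 for RA with DEAB, RA with ethanol and DEAB with ethanol, stood beside 0.50 in simulated unchanged groups. Between different clutches, which share no library, the mean correlations at 0 h were 0.050 for RA with DEAB (exact sign-flip test, p = 0.031), 0.025 for RA with ethanol (exact sign-flip test, p = 0.125) and 0.019 for DEAB with ethanol (exact sign-flip test, p = 0.156), and none of the 9 at later time points passed. Genes are not independent replicates. The correlation over genes of ethanol minus control with RA minus DEAB, which shares no library, was -0.031, 0.016, -0.086 and -0.053 at 0, 1.5, 3 and 4.5 h.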
